# Transcriptional Convergence of Oligodendrocyte Lineage Progenitors during Development

**DOI:** 10.1016/j.devcel.2018.07.005

**Published:** 2018-08-20

**Authors:** Sueli Marques, David van Bruggen, Darya Pavlovna Vanichkina, Elisa Mariagrazia Floriddia, Hermany Munguba, Leif Väremo, Stefania Giacomello, Ana Mendanha Falcão, Mandy Meijer, Åsa Kristina Björklund, Jens Hjerling-Leffler, Ryan James Taft, Gonçalo Castelo-Branco

**Keywords:** oligodendrocyte, neural progenitors, myelin, single-cell RNA-seq, transcriptomics, neural development, pericyte, transcription factors, oligodendrocyte precursor cell, platelet-derived growth factor receptor alpha

## Abstract

*Pdgfra+* oligodendrocyte precursor cells (OPCs) arise in distinct specification waves during embryogenesis in the central nervous system (CNS). It is unclear whether there is a correlation between these waves and different oligodendrocyte (OL) states at adult stages. Here, we present bulk and single-cell transcriptomics resources providing insights on how transitions between these states occur. We found that post-natal OPCs from brain and spinal cord present similar transcriptional signatures. Moreover, post-natal OPC progeny of E13.5 *Pdgfra+* cells present electrophysiological and transcriptional profiles similar to OPCs derived from subsequent specification waves, indicating that *Pdgfra+* pre-OPCs rewire their transcriptional network during development. Single-cell RNA-seq and lineage tracing indicates that a subset of E13.5 *Pdgfra+* cells originates cells of the pericyte lineage. Thus, our results indicate that embryonic *Pdgfra+* cells in the CNS give rise to distinct post-natal cell lineages, including OPCs with convergent transcriptional profiles in different CNS regions.

## Highlights

• OPCs arising from different parts of the CNS are highly similar to one another
• Pre-OPCs converge into similar transcriptional and electrophysiological OPC states
• E13.5 *Pdgfra*+ cells give rise mainly to OPCs in the post-natal CNS
• E13.5 *Pdgfra*+ cells also give rise to cells of the pericyte lineage

## Introduction

Oligodendrocytes (OLs; for abbreviations, please refer to Table S4) are one of the most abundant cell types in the central nervous system (CNS). OLs have been classically described as support cells for neurons, responsible for the insulation of axons and enabling rapid saltatory conduction, although recent findings suggest their involvement in other processes (Larson et al., 2018, Micu et al., 2016, Nave and Werner, 2014). OLs arise from the differentiation of oligodendrocyte precursor cells (OPCs). Since OLs and OPCs are found throughout the CNS, they were originally thought to be derived from embryonic neural progenitors (NPs) from nearby ventricular zones or from radial glial cells in all CNS regions (Hirano and Goldman, 1988). However, *in vitro* experiments with cell suspensions and explants suggested a restricted ventral origin of OPCs in the embryonic rat spinal cord (Warf et al., 1991). OPCs expressing platelet-derived growth factor receptor alpha (*Pdgfra*) appeared to arise exclusively from ventral domains of the CNS, with a subset migrating to dorsal regions (Pringle and Richardson, 1993). This led to the hypothesis of a single embryonic lineage for OPCs, arising at embryonic day (E) 12.5 from progenitor domains and dependent on sonic hedgehog (Shh) (Richardson et al., 2000). Nevertheless, cells expressing *Plp/dm-20* were also observed to give rise to OLs (Spassky et al., 2000), suggesting that other progenitors in the dorsal/ventral axis of the CNS could be alternative sources of OPCs. Indeed, knockdown of transcription factors (TFs) involved in the specification of ventral spinal cord domains and lineage-tracing studies uncovered a subset of OPCs originating from the mouse dorsal spinal cord at E14.5-E15.5 (Cai et al., 2005, Fogarty et al., 2005, Vallstedt et al., 2005). Dorsal-derived spinal cord OPCs were not dependent on Shh for their specification (Cai et al., 2005, Vallstedt et al., 2005). Moreover, they populated specific regions of the spinal cord, while OPCs from the ventral-derived neuroepithelium gave rise to the vast majority of OLs throughout the adult spinal cord (Tripathi et al., 2011, Fogarty et al., 2005). A similar pattern of OL specification was found to operate in the mouse forebrain. The first OPCs were shown to be formed at E12.5 from *Nkx2.1*-expressing precursors in the medial ganglionic eminence, followed by a subsequent wave from precursors expressing *Gsx2* in the lateral and medial ganglionic eminences at E15.5 (Kessaris et al., 2006). The last wave of cortically derived *Emx1*-expressing precursors begins developing at birth and eventually becomes the major contributor to the post-natal OPC pool (Kessaris et al., 2006).

It is unclear whether diverse populations and developmental waves of OPC in the CNS generate identical or distinct OLs. When Richardson and colleagues specifically ablated OPCs generated from three brain developmental waves in mice, no gross behavior abnormalities were observed, most likely due to functional compensation of the lost populations by OL lineage cells from non-ablated regions (Kessaris et al., 2006). This suggested that OL lineage cells derived from different brain regions are, or can become, functionally equivalent. However, adult OPCs have been classified into different sub-populations with diverse cycling (Jang et al., 2013, Young et al., 2013, Clarke et al., 2012), myelinating (Viganò et al., 2013), and remyelination (Crawford et al., 2016) properties. In addition, spinal cord post-natal OPCs give rise to OLs that present a higher myelin sheet length than OLs from the cortex (Bechler et al., 2015). By performing single-cell RNA-seq (RNA sequencing) on ∼5,000 cells of the OL lineage in juvenile and adult mice, we found at least six distinct mature OL cell states (Marques et al., 2016), suggesting possible functional heterogeneity.

Diverse adult cortical interneuron populations have recently been shown to be specified already at the embryonic stages in the CNS (Mayer et al., 2018, Mi et al., 2018). In order to investigate whether different embryonic waves of OPC specification give rise to redundant OLs or are assigned to specific mature OL states and/or populations, we analyzed the transcriptome of mouse forebrain and spinal cord *Pdgfra*+ cells at E13.5, E17.5, P7, and juvenile/adult stages using bulk and single-cell RNA-seq (resource website with browsable graphic visualizations of the data and annotated tables (Figure S6D) available at https://ki.se/en/mbb/oligointernode. Features as expression profile of genes of interest in the different clusters, tissues and ages can be explored. Gene expression tables can also be explored to sort for genes differentially expressed in different clusters). E13.5 *Pdgfra*/GFP+ cells were found to constitute six distinct cell states within the OL, pericyte, and possibly other lineages. Embryonic *Pdgfra*/GFP+ cells expressed patterning TFs that were diagnostic of their sites of origin in the ventricular zone (VZ) and other transcripts typical of NPs. These cells might be transitional cells on the path to becoming OPCs (“pre-OPCs”), or, alternatively, they might be multi-potent or bi-potent NPs that still retain the ability to generate neurons and glia. Strikingly, expression of patterning TFs was greatly attenuated at post-natal ages, when a common transcriptional profile emerged that was characteristic of post-natal OPCs and compatible with electrophysiological capacity. Thus, the transcriptional program of post-natal OPCs is independent of when and where in the embryonic VZ they were originally specified (e.g., spinal cord versus brain, dorsal versus ventral VZ).

In addition to OPCs, we detected a group of *Pdgfra/GFP*+ cells in the embryonic and post-natal spinal cord and brain that had the transcriptional character of pericytes. These cells might have been generated from the *Pdgfra/GFP*+ NPs described above or from a separate source, for example, from cells associated with blood vessels that invade the developing brain and spinal cord from the pial surface before birth.

In sum, our results indicate that while embryonic *Pdgfra/GFP*+ cells in the CNS are heterogeneous, spatial and temporal transcriptional convergence occurs in the transition between embryonic pre-OPCs and OPCs during development, with OPCs arising in different parts of the embryonic germinal zones being ultimately highly similar to one another.

## Results

### Transcriptional Profiles of *Pdgfra/GFP*+ Cells during CNS Development

To determine the transcriptional profile of progenitors of the OL lineage during development, we performed stranded total RNA-seq of cells expressing *Pdgfra*, a widely used marker for OPCs in CNS, isolated by Fluorescence-Activated Cell Sorting (FACS) GFP+ populations from the (fore) brain or spinal cord of *Pdgfra*-H2B-GFP mice (Klinghoffer et al., 2002) at E13.5 and P7 (Figures 1A and S1A–S1E). Differential gene expression analysis revealed increased levels of differentiation and/or myelination-related genes (*Mbp*, *Plp1*, *Mag,* and *Mog*, among others) in *Pdgfra*/GFP+ cells at P7 relative to E13.5, and in the spinal cord when compared to the brain (*Opalin* and *Plp1*, Figure 1B; Table S1). P7 spinal cord *Pdgfra*/GFP+ cells were characterized by higher expression of genes corresponding to later stage differentiation (*Mog, Mal, Mag*) when compared to P7 brain, which in contrast exhibit increased expression of *Pdgfra, Sox2, and Sox9* (Figure S1F and Table S1). This pattern of expression would suggest that OPCs are more prone to differentiation in the spinal cord, consistent with myelination occurring earlier in the spinal cord compared to brain (Marques et al., 2016, Coffey and McDermott, 1997).

**Figure 1:**
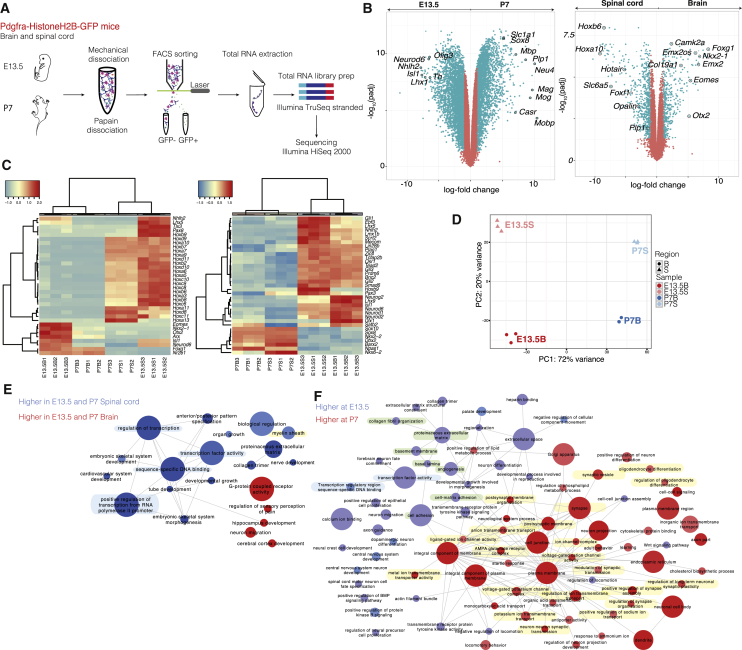
Temporal and Spatial Transcriptional Heterogeneity of *Pdgfra*/GFP+ Cells (A) Schematic of *Pdgfra*/GFP+ cell purification for bulk RNA sequencing. (B) Volcano plots of Gencode-annotated genes depicting differential expression between (fore) brain versus spinal cord, and E13.5 versus P7. (C) Hierarchical clustering of bulk samples based on normalized gene expression (cpmm) of transcription factors annotated in animalTFDB. (D) Principal-component analysis of bulk RNA-seq of *Pdgfra*/GFP+ cells from E13.5 and P7 (fore) brain and spinal cord. (E and F) Gene ontology analysis of enriched biological functions overrepresented in either (fore) brain versus spinal cord (E), or E13.5 versus P7 (F). See also Figures S1, S2 and Tables S1.

Many TFs involved in patterning and cell specification (*Hox and Lhx* genes, *Otx2, Nkx2.1, Arx*) were expressed in *Pdgfra*/GFP+ cells at E13.5 and substantially down-regulated or absent at P7 (Figure 1C and Table S1). In contrast, TFs with roles in OL differentiation (*Sox10*, *Sox8*, *Nkx2.2*) were enriched at P7, when compared to E13.5. Principal-component analysis confirmed that *Pdgfra*/GFP+ populations were more distinct temporally than spatially (Figure 1D). Gene ontology (GO) analysis indicated that, apart from genes involved in differentiation and/or myelination, spinal cord cells were enriched in genes with TF activity (Figure 1E–highlighted in blue, Figure S2A and Table S1), consistent with the expression of patterning TFs involved in anterior/posterior regionalization (Figure 1B). TF activity was also enriched in E13.5 *Pdgfra*+/GFP cells compared to P7 (Figure 1F). Post-natal *Pdgfra*/GFP+ cells, in particular in the forebrain, were enriched in genes involved in ion channel complex and transport, and synaptic transmission, among others (Figures 1F and S2A–highlighted in yellow). Some of the contributions to these P7 signatures were potassium and sodium ion channels, as well as glutamate receptor subunits and (gamma-Aminobutyric acid) GABA receptors (Figure S2B). In contrast to post-natal cells, E13.5 *Pdgfra*/GFP+ cells were enriched in genes involved in a myriad of unrelated processes, such as neural precursor and neuron development and/or specification, extracellular matrix and collagen organization, and basal lamina and angiogenesis (Figure 1F–highlighted in green and Figures S2A and 2C). This diversity of biological function was intriguing, since these cells are thought to give rise exclusively to cells of the OL lineage.

### Single-Cell RNA-Seq Reveals Similar Transcriptional Profiles of Post-natal OPCs in the Spinal Cord and Brain

Since the diversity of biological processes associated with E13.5 *Pdgfra*+/GFP cells could reflect a broad cell potential or cell heterogeneity, and the latter would be obscured by bulk RNA-seq analysis, we performed single-cell RNA-seq using STRT-Seq technology (Islam et al., 2014) on 2496 *Pdgfra*+/GFP cells (1,514 cells after quality control [QC]) from *Pdgfra*-H2B-GFP (Klinghoffer et al., 2002) and *Pdgfra*-CreERT-RCE (LoxP-GFP) mice (Kang et al., 2010) at E13.5 and P7 (Figures 2A and S1G). 

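The *Pdgfra*-H2B-GFP line carries a nuclear green fluorescent protein at the *Pdgfra* locus, which spans 75152292 to 75198215 on chromosome 5 of GRCm38. Cells of this line were captured on Fluidigm C1 chips of 96 wells and processed by STRT-seq, in which a molecular identifier lets each captured mRNA molecule be counted. The authors' values are numbers of molecules per gene symbol and well, without normalization. Wells that passed the molecule filter numbered 293 on 6 chips of E13.5 brain (23 to 81 per chip, median 45.5) and 209 on 3 chips of E13.5 spinal cord (56 to 79, median 74). At P7 there were 108 on 2 chips of brain (49 to 59, median 54) and 225 on 5 chips of spinal cord (14 to 70, median 57). The cells of a chip together held 64437 to 504603 molecules in E13.5 brain (median 130869) and 192356 to 551485 in E13.5 spinal cord (median 422670). The corresponding totals were 114142 to 159159 in P7 brain (median 136650.5) and 56369 to 398533 in P7 spinal cord (median 243009). A further chip of 78 cells, whose label and whose own name disagree about the stage, was left out of every comparison. The chip was taken as the replicate, and chips of the same experiment could hold cells of the same suspension. E13.5 brain and P7 spinal cord each came from 2 experiments, and E13.5 spinal cord and P7 brain each from 1. No experiment held cells of both regions at P7, so at that age region and experiment cannot be told apart.

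Since the authors' assignment of cells to clusters was not used here, cells were clustered anew. After removal of cells marked as doublets, each cell was scaled to 10000 molecules, and 30 principal components of 2000 variable genes entered Leiden clustering at resolution 1.0. This gave 13 clusters, numbered from 0, which were named after marker genes and carry the ending "-like". The OPC-like cells were those of clusters 0 and 6 and of the cycling cluster 4. For tests of single genes, molecules were summed over the cells of a chip, normalized by TMM and compared by edgeR's quasi-likelihood F-test, which is two-sided, on genes kept by filterByExpr. The p-values were adjusted by the Benjamini-Hochberg method over all genes tested.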

For comparison purposes, we also included 271 OPCs, 114 committed oligodendrocyte precursors (COPs), and 75 vascular and leptomeningeal cells (VLMCs) from the juvenile and adult CNS (Marques et al., 2016) in the analysis.

**Figure 2:**
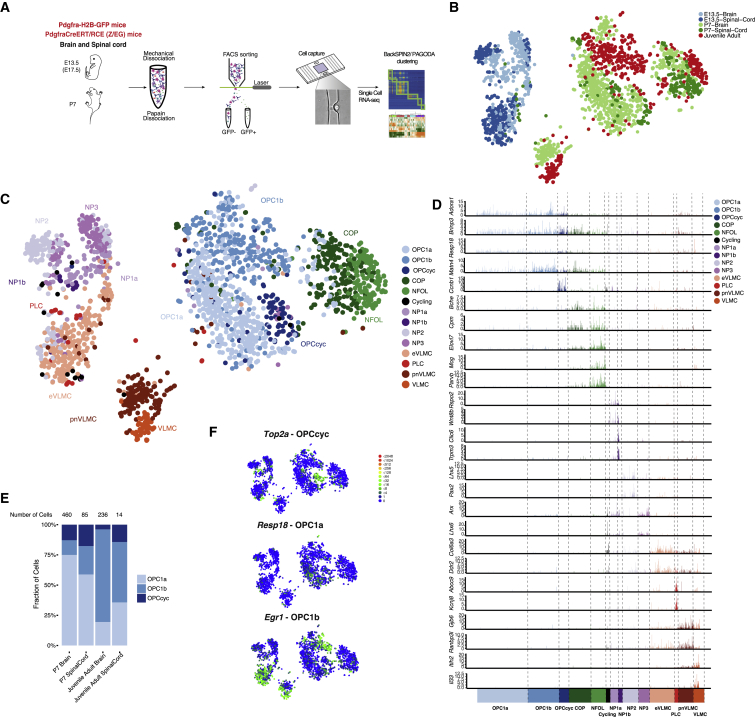
Single-Cell RNA-Seq Reveals Similar Transcriptional Profiles of OPCs in the Post-natal Spinal Cord and Brain (A) Scheme of Pdgfra/GFP+ cell purification for single-cell RNA-seq. (B and C) t-SNE of single-cell RNA-seq of E13.5, P7 *Pdgfra*/GFP+ cells, and P20–30, and P60 cells from Marques et al., highlighting age and region (B) and identified clusters (C). (D) Single-cell expression of the most relevant marker genes in all identified populations. (E) Fraction of OPC1a, 1b and OPCcyc in each P7, juvenile/adult tissues. (F) Single-cell expression of cluster-specific genes for OPCs, overlayed in t-SNE from Figure 2C. See also Figures S1, S3, S4 and Tables S2 and S3.

There was a clear temporal segregation of E13.5 and P7 cells (Figure 2B) in accordance with the bulk RNA-seq data (Figure 1D). 

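For each of the 826 cells on the 16 chips of the *Pdgfra*-H2B-GFP line, the 20 nearest neighbours on other chips were taken in the space of the principal components. On average 93.2% of them came from cells of the same age (chip SD 22.7), where the pool of cells offered held 48.4%. The share was 94.1% for E13.5 cells, against 56.8% in their pool, and 92.0% for P7 cells, against 35.7%. Chip 23, a P7 spinal cord chip of 14 cells, was the exception, with 5.71% of neighbours of its own age. Principal components computed on these cells alone, a choice made after seeing the data, moved the share most, to 94.9%.

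Between the ages, 1543 of 5558 tested genes passed an FDR of 0.05, 797 higher and 746 lower at P7. The filter on low counts moved this number most, and 2376 genes passed without it. For 176 genes, or 3.17% of those tested, the values of all E13.5 chips and all P7 chips did not overlap, where chance gives 0.017%. *Plekhb1* was higher at P7 by a log2 fold change of 6.15 (SE 0.521, FDR 3.6e-08), *Lhfpl3* by 6.10 (SE 0.454, FDR 2.12e-08) and *Gatm* by 5.74 (SE 0.487, FDR 3.6e-08). *Stmn2* and *Igfbpl1* had no molecule in any P7 cell. With 3 counts over the group as the limit of a count of 0, they were at least 218-fold and at least 104-fold lower than at E13.5. *Sst* had a log2 fold change of -8.06 (SE 0.648, FDR 3.05e-08). Each experiment among these chips held cells of a single age. By the paper's methods, embryonic tissue was dissociated mechanically and post-natal tissue with papain. Age is therefore not separate from experiment and dissociation.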

Spatial segregation was also observed, but to a lesser extent than in the bulk analysis. 

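Among the E13.5 cells alone, 83.9% of the nearest neighbours on other chips came from the same region (chip SD 6.08, n = 9 chips), where the pool offered held 44.3%. Spinal cord and brain differed in 118 of 5237 tested genes at an FDR of 0.05, 64 higher and 54 lower in the spinal cord. The number rested in part on single chips, and was 63 without spinal cord chip 8, 70 without chip 4 and 73 without chip 7. Groups did not overlap for 306 genes, or 5.84%, where chance gives 2.38%. *Hoxb3*, *Hoxa5* and *Hoxb5* had no molecule in the brain cells and were at least 146-fold, at least 118-fold and at least 113-fold higher in the spinal cord (FDR 7.16e-07, 6.07e-06 and 5.76e-06, respectively). In the other direction, *Dlx2* had no molecule in the spinal cord and was at least 104-fold lower there (FDR 9.11e-07). The values of these 4 genes did not overlap between the chips of the regions. All 3 spinal cord chips belonged to 1 experiment, so that region and experiment were not separate at this age either.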

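At P7, 62.5% of the nearest neighbours of the 330 cells came from the same region on another chip, and 47.3% of the cells offered did. Brain cells found 36.6% of their neighbours among brain cells, which made up 19.4% of their pool. Spinal cord cells found 75.1% among spinal cord cells, with 60.8% in theirs. In each region the gap exceeded the SD between chips, which was 0.736 for the 2 brain chips and 6.72 for the 5 spinal cord chips.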

In fact, subsets of P7 brain and spinal cord cells intermingled in the t-Distributed Stochastic Neighbor Embedding (t-SNE plot), suggesting close similarity (Figure 2B). We performed cell clustering using two different algorithms, BackSPIN2 (Marques et al., 2016) and PAGODA (Fan et al., 2016). These algorithms revealed similar clusters (Figures S3A and S3B), which were merged to form our final cluster set (see STAR Methods for further details). We could identify cells expressing hallmarks of COPs (*Bmp4, Neu4*) and newly formed OLs (NFOL) (*Prom1, Tspan2*) from the P7 CNS (Figures 2B and 2C), confirming that these populations appear to arise in the CNS already at P7 and remain transcriptionally similar in the juvenile and adult CNS (Marques et al., 2016). 

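COP-like cells formed cluster 1 and NFOL-like cells cluster 9. Together they made up 46.0% ± 26.0 (SD, n = 5 chips) of the P7 spinal cord cells and 22.9% ± 3.55 (SD, n = 2 chips) of the P7 brain cells. The difference of 23.1 percentage points was not larger than the spread between chips (two-sided exact permutation test, p = 0.381, where 0.0476 is the smallest p possible). Spinal cord chip 23 held none among its 14 cells, which allows a share of up to 21.4%. Without it the spinal cord mean was 57.5% ± 4.75 (SD, n = 4 chips) and the difference 34.6 points (exact permutation p = 0.0667, the smallest that 4 chips against 2 allow). Of the alternatives that used all these chips, adding the lineage-traced brain chips to the brain group moved the difference most, to 30.4 points, with an exact permutation p of 0.0027. COP-like cells alone were 28.3% ± 18.6 of spinal cord and 20.0% ± 5.23 of brain cells (SD, exact permutation p = 0.619). For NFOL-like cells the means were 17.7% ± 11.4 and 2.89% ± 1.69 (SD, exact permutation p = 0.19). Without chip 23 the COP-like difference rose from 8.28 to 15.4 points (exact permutation p = 0.2), and the NFOL-like mean of the spinal cord was 22.1% ± 6.53 (SD, exact permutation p at its smallest).

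**Figure D1:**
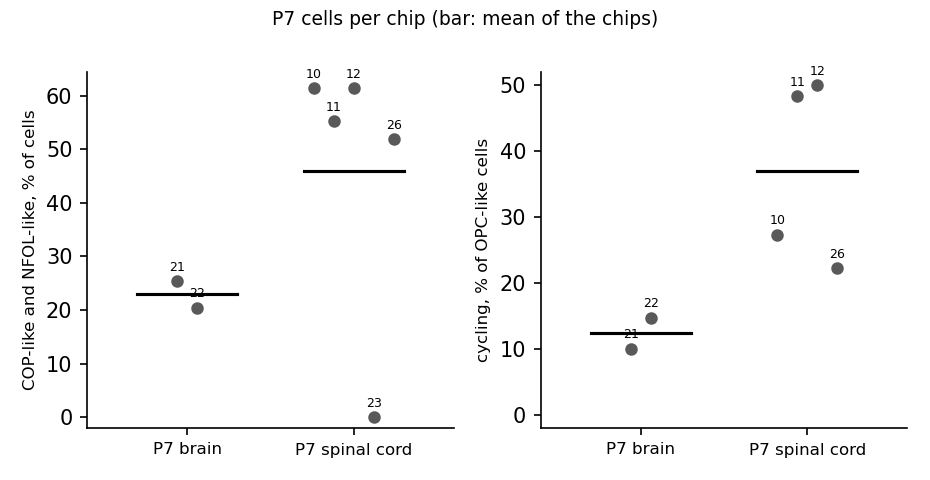
Percent of P7 cells that were COP-like or NFOL-like, and percent of OPC-like cells that were in the cycling cluster, in brain and spinal cord of the Pdgfra-H2B-GFP line. Horizontal bars are means of chips and dots are chips labelled by number, with spinal cord chip 23 at 0% for the COP-like and NFOL-like cells and the other spinal cord chips above both brain chips.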

COPs, and particularly NFOLs, were found in higher proportions in the spinal cord at P7, highlighting that the process of differentiation is further advanced in this region (Figures 2B and 2C).

Three clusters of P7 and juvenile/adult cells presented markers of OPCs (OPC1a, 1b, and OPCcyc), (Figures 2C, S4A, and Table S2). Surprisingly, P7 OPCs from spinal cord and brain clustered together (Figures 2B and 2C). 

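The P7 OPC-like cells numbered 74 from brain and 83 from spinal cord. On average 53.9% of their nearest neighbours came from the same region, with 38.1% in the pool offered (chip SD 9.56). For brain cells the share was 46.0%, against 30.7% in the pool, and for spinal cord cells 61.0%, against 44.7%. In this setting cells of a region lay nearer to each other than the pool alone would give, by more than the SD between the chips of the region, which was 1.33 in brain and 5.92 in spinal cord. With each cell thinned to 1000 molecules this still held for brain (39.0%, chip SD 4.21) but not for spinal cord (55.3%, chip SD 16.3, which includes a chip with a single OPC-like cell). The choice of brain cells moved the share most, as it was 79.0% with the lineage-traced chips added to the brain, where the pool held 72.4%. In that setting the share was 30.5% for spinal cord cells, with 11.5% in their pool (chip SD 5.32). For brain cells it was 87.7%, with 83.3% in theirs (chip SD 1.80). Without the lineage-traced chips, principal components taken from the P7 OPC-like cells alone, a choice made after seeing the data, gave 80.8% for spinal cord cells. They gave 29.3% for brain cells, which lay below the pool of the brain cells. The clusters held different parts of the regions' cells. In brain, cluster 0 held 61 of the OPC-like cells, cluster 6 held 4 and the cycling cluster 9. In spinal cord these clusters held 30, 20 and 33 cells.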

In order to rule out that this similarity is not due to hidden confounding factors, including noise and putative batch effects, we performed a removal of confounding factors using the f-scLVM package (Buettner et al., 2017), which revealed an even more homogeneous distribution of spinal cord- and brain-derived OPCs (Figure S3C). Furthermore, batch-corrected Bayesian based single cell differential expression (SCDE) analysis (Fan et al., 2016) of the single-cell OPC populations in the P7 brain and spinal cord failed to identify significant differences in gene expression (Figure S3D). To more conclusively exclude major differences between brain and spinal cord OPCs, we used Model-based Analysis of Single Cell Transcriptomics (MAST) (Finak et al., 2015), a differential expression algorithm that, in contrast to the Bayesian-based SCDE, uses a hurdle model to calculate significant differential expression. 

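In the OPC-like cells at P7, 147 of 2584 tested genes differed between spinal cord and brain at an FDR of 0.05, 80 of them higher and 67 lower in the spinal cord. The comparison used the 4 spinal cord chips with at least 5 OPC-like cells, which held 29899 to 122649 molecules of such cells, and the 2 brain chips, which held 71417 and 100152. Values did not overlap for 744 genes, or 28.8%, where chance gives 13.3%. Of the other settings, leaving out the cycling cells lowered the number most, to 41 of 1340 tested genes, and 40 of these were among the 147. It was 60 without spinal cord chip 12 and 70 without brain chip 21. DESeq2 called 111 genes. Since the brain chips came from an experiment of their own, a difference between experiments is not separated from that between regions.

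The largest differences included sex-linked RNAs. *Xist*, on chromosome X from 103460366 to 103483254, and *Tsix*, its antisense partner, had no molecule in the spinal cord OPC-like cells. They were at least 151-fold and at least 22.3-fold lower there than in brain (FDR 8.1e-16 and 0.000396), whose chips held cells of both sexes. *Pcp4* was lower in the spinal cord by a log2 fold change of -2.94 (SE 0.73, FDR 0.0089). *Hist1h2ak* was higher, with a log2 fold change of 4.09 (SE 1.174, FDR 0.0269), as was *Phactr1*, which had no molecule in brain and was at least 6.27-fold higher (FDR 0.0402). The call was lost in 3 of 9 alternatives for *Hist1h2ak* and in 5 of 11 for *Phactr1*. Cycling cells made up 33 of 83 OPC-like cells in spinal cord and 9 of 74 in brain, so a gene may differ through that share. Among OPC markers, *Pdgfra* had 975 ± 117 CPM (SD, n = 4 chips) in spinal cord and 2330 ± 8.54 CPM (SD, n = 2) in brain, a log2 fold change of -1.33 (SE 0.228, FDR 0.000142). *Ptprz1* changed by -1.09 (SE 0.22, FDR 0.00122) and *Bcan* by -0.84 (SE 0.253, FDR 0.038), whereas *Cspg4* changed by -0.67 without passing (FDR 0.183). The call for *Bcan* was lost in 10 of its 16 alternatives, and that for *Ptprz1* without brain chip 22. In the paper's Table S3, of which only the first part was available here but whose order by FDR keeps the top of the list complete, 32 genes lie under an FDR of 0.05. Of these, 28 were tested here and 21 were called.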

MAST analysis yielded a limited number of genes significantly differentially expressed after multiple testing corrections (Table S3). 

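The patterning families taken were Hox, Lhx, *Otx2* and *Nkx2-1*, of which 39 Hox and 8 Lhx genes have counts. In all E13.5 cells, 21 genes of this list could be tested between spinal cord and brain, and 19 passed an FDR of 0.05 over all genes tested (20 adjusted over the list alone). All 15 Hox genes tested were higher in the spinal cord. *Lhx6*, *Lhx8*, *Otx2* and *Nkx2-1* had no molecule in the spinal cord and were at least 89.3-fold, 23.7-fold, 36.6-fold and 39.1-fold lower there than in brain.

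In the P7 OPC-like cells, filterByExpr left *Hoxa7* as the only gene of the list. It had no molecule in brain and 42 in spinal cord, which makes it at least 7.53-fold higher (FDR 0.00767, and 1 of 1 adjusted over the list alone). Without the filter, 27 genes of the list were tested, and 3 passed over all genes: *Hoxa7* (FDR 0.000887), *Hoxc8* (FDR 0.0134) and *Hoxa5* (FDR 0.0415). Adjusted over the list alone, 6 passed, with *Hoxa9*, *Hoxa10* and *Hoxb7* in addition. *Hoxc8*, on chromosome 15 from 102990607 to 102994111, had 32 molecules in spinal cord and none in brain, at least 5.74-fold higher. It was seen in 23 of 83 spinal cord cells (27.7%, median of 3284 molecules per cell) and in 0 of 74 brain cells (median 2193.5), which allows a share of up to 4.05%. DESeq2 gave 27 genes of the list a p-value, and 4 of them passed adjusted over the list alone, while its own filtering left none of them an FDR over all genes.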

With the exception of *Hoxc8*, patterning genes present in E13.5 *Pdgfra*/GFP+ cells were not significantly differentially expressed or sporadically expressed (Table S3). Likewise, with the exception of *Plp1*, myelination genes enriched in P7 spinal cord *Pdgfra*/GFP+ cells in the bulk RNA-seq, such as *Klk6*, *Trf*, *Mbp*, *Cnp*, *Qk*, and *Opalin*, were not differentially expressed in P7 spinal cord and brain OPCs (Table S3).

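Among the P7 OPC-like cells, *Mbp* had 530 ± 168 CPM in spinal cord (SD, n = 4 chips) and 252 ± 39.3 CPM in brain (SD, n = 2), a log2 fold change of 0.89 (SE 0.355) that did not pass (FDR 0.147). For *Cnp* it was 0.51 (FDR 0.436) and for *Qk* 0.20 (FDR 0.683). The direction of *Cnp* reversed without the cycling cells, to -0.059, and that of *Qk* without brain chip 21, to -0.068. With the lineage-traced chips added to the brain group, *Mbp* (log2 fold change 1.20, FDR 0.00786) and *Cnp* (0.93, FDR 0.00624) passed. *Trf* was seen in 3 spinal cord and 1 brain cells and could be tested only without the filter on low counts (FDR 0.957). *Klk6* and *Opalin* had no molecule in either group, which allows shares of up to 3.61% in spinal cord and 4.05% in brain.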

Our single-cell RNA-seq analysis indicates that P7 OPCs from different CNS regions, such as the brain and spinal cord, present comparable gene expression profiles, in contrast to the bulk RNA-seq analysis of the same populations (Figure 1). The difference in differentiation and/or myelination genes in the bulk populations (Figure 1B) is unlikely to reflect intrinsic differences in myelinating potential between OPCs, and might rather reflect that the half-life of H2B-GFP protein is longer than PDGFRA mRNA, resulting in the GFP labeling of other populations within the OL lineage. Indeed, COPs, and particularly NFOLs, are present in higher numbers in the spinal cord *Pdgfra*/GFP+ FACS-sorted populations when compared to brain *Pdgfra*/GFP+ populations (Figures 2B and 2C), which would explain the enrichment of differentiation and/or myelination genes in spinal cord populations in the bulk RNA-seq. Thus, single-cell RNA-seq analysis allows the deconvolution of our bulk RNA-seq data and suggests a loss of patterning factors and subsequent transcriptional convergence of OPC cell states in the different anterior-posterior regions at P7.

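Whether the regional difference itself changed with age was tested over all cells as the interaction of region and age, a test added after seeing the data. Of 7160 tested genes, 2 passed an FDR of 0.05, and 561 had an unadjusted p under 0.05. *Chl1* had an interaction of -6.37 (log2, SE 0.83, FDR 0.000817) and *Pcp4* of -6.24 (SE 1.04, FDR 0.0175), a spinal cord to brain ratio that was lower at P7 than at E13.5. DESeq2 called 14 genes, and 44 passed in edgeR without the filter on low counts. No gene passed without brain chip 22, and 115 passed without spinal cord chip 23. Of the patterning families, 24 genes were tested, and 20 of them had no molecule in 1 of the regions at both ages. Without molecules on that side a change of the ratio cannot be estimated, so this test does not decide on the patterning families. In simulated counts of this design, without differences between experiments, 43.0% of well-expressed genes changed by a log2 fold change of 2 were recovered. From the merging of P7 brain and spinal cord OPCs and the few genes that set them apart, the paper proposes that patterning factors are lost and that OPC states of the regions converge.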

The three OPC clusters presented unique temporal distributions, with none being present in the E13.5 (Figures 2B and 2C), OPC1a enriched at P7, and OPC1b at juvenile/adult CNS (Figure 2E). 

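Of the 496 E13.5 cells, 7 fell into clusters 0 and 6 and 16 into the cycling cluster. The 7 cells comprised 5 on E13.5 brain chip 24, 1 on brain chip 25 and 1 on spinal cord chip 4. *Pdgfra* was seen in 2 of them and *Olig1* in 0, which allows a share of up to 42.9% (median of 2135 molecules per cell). Of the 16 E13.5 cells of the cycling cluster, 7 held *Pdgfra* and 7 held *Olig2* (median 4111). Juvenile and adult cells were not analysed here.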

OPCcyc was segregated from OPC1a/b and expressed genes involved in mitosis and cell division (Figure S3F). OPC1a and OPC1b clusters were quite similar in their transcriptional profile (Figures S3E and S4A), which could indicate that they might constitute cell states rather than cell types or even constitute a single cluster. However, OPC1a presented distinctive expression of *Resp18* (Figures 2D and 2F) and genes involved mainly in diverse metabolic processes (mitochondrial energy production, RNA processing), such as ATP synthase, *Cox,* and ribosomal genes (Table S2). OPC1b was characterized by the expression of genes involved in nervous system development and transcription regulation. We also found enriched expression of immediate early genes such as *Fosb*, *Fos*, *Jun*, and *Egr1* (Figure 2F; Table S2), which might be associated with specific activation of OPC1b cells by the neighboring neuronal network (Hrvatin et al., 2018), although it could also simply reflect cellular stress during the cell extraction procedure (van den Brink et al., 2017). All three OPC cell states were observed in both brain and spinal cord (Figure 2E), highlighting the similarity of OPCs in the anterior-posterior axis of the CNS.

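Each of the 6 P7 chips of the *Pdgfra*-H2B-GFP line with at least 5 OPC-like cells held cells of clusters 0 and 6 and of the cycling cluster. Cycling cells made up 36.9% ± 14.2 of the OPC-like cells in spinal cord (SD, n = 4 chips, 22.2% to 50.0%) and 12.4% ± 3.33 in brain (SD, n = 2 chips, 10.0% and 14.7%). The difference of 24.6 percentage points reached an exact permutation p of 0.133 (two-sided), where 0.0667 is the smallest p possible. Cluster 6 made up 27.6% ± 18.6 in spinal cord and 5.44% ± 0.624 in brain (SD, exact permutation p = 0.267). Which of clusters 0 and 6 corresponds to OPC1a and which to OPC1b is not settled by these counts. *Resp18*, which the paper gives for OPC1a, was seen in 130 of 341 P7 cells of cluster 0 (38.1%, 287 CPM) and in 22 of 97 of cluster 6 (22.7%, 133 CPM), with lineage-traced cells included.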

### E13.5 *Pdgfra*+/GFP Cells **Do Not** Have the Hallmarks of Post-natal OPCs

Clustering and differential gene expression analysis allowed the identification of six distinct populations of E13.5 *Pdgfra*/GFP+ cells (Figure 2C; Table S2). 

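Of the 13 clusters, 6 held mostly E13.5 cells. They comprised the VLMC-scored cluster 2 (156 cells) and cluster 5 (107 cells), the NP3-like cluster 3 (146), the NP2-like cluster 7 (90), the NP1-like cluster 10 (42) and the pericyte-like cluster 11 (31). Clustering the cells of cluster 10 again, a step chosen after the clusters had been seen, parted 31 NP1a-like from 11 NP1b-like cells. Cluster 5 lay mostly on spinal cord chips 7 and 8, with 34 and 39 cells there, and on the chip left out of the comparisons, with 27. Many of its cells held genes of the VLMC and neuron sets of the doublet rule together, in 22 of the 34 cells on chip 7 and 32 of the 39 on chip 8.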

Four populations (NPs, 1a, 1b, 2, and 3) presented high correlation between themselves (Figure 3A). We examined the expression profiles of identified markers of these populations in the E13.5 and P4 CNS through publicly available *in situ* hybridization data from the Allen Institute for Brain Science (©2008 Allen Institute for Brain Science. Allen Developing Mouse Brain Atlas available from http://developingmouse.brain-map.org). The NP markers presented non-overlapping expression patterns at E13.5 (Figure S4B), indicating that they are indeed expressed in distinct cell populations. Moreover, we observed absence or reduced expression of some of these markers in the corpus callosum at P4, suggesting that their expression is attenuated or repressed after birth, in agreement with our single-cell data (Figure S4B).

**Figure 3:**
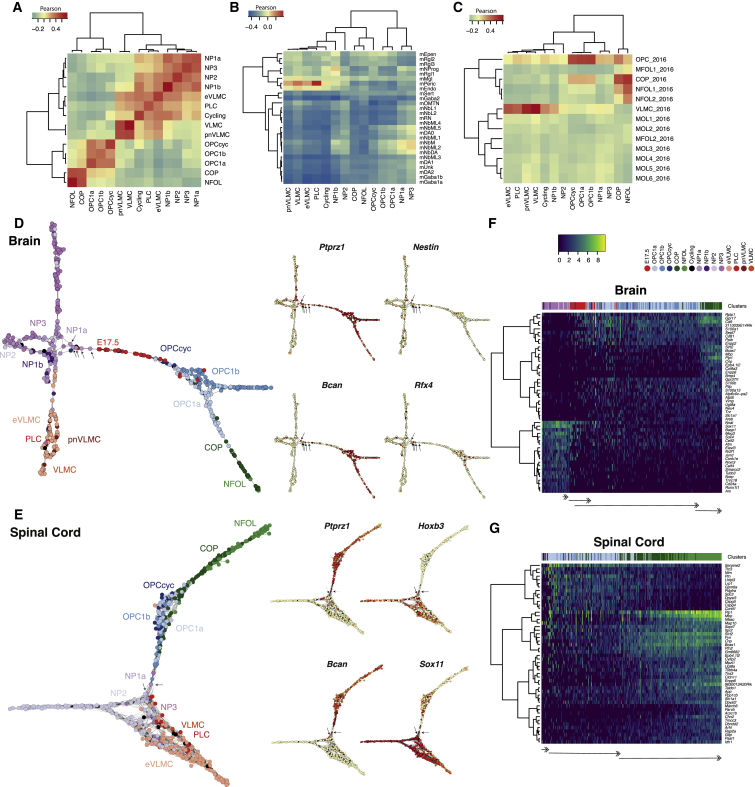
NP1a Constitutes a Pre-OPC Neural Progenitor Population (A–C) Heatmaps with correlation analysis between all identified populations (A), of all the populations compared to La Manno et al. (2016) dataset (B) and of all the populations compared to Marques et al. (2016) dataset (C). (D and E) SCN3E network analysis of (fore) brain (D) and spinal cord (E) E13.5 and P7 *Pdgfra*/GFP+ cells, with juvenile/adult OPCs, COPs, and VLMCs from Marques et al. (2016) Brain SCN3E also includes cells from E17.5 scRNA-seq experiment. On the right, overlay of gene expression levels of a subset of genes on the SCN3E graphs, with gradient from yellow (low expression) to red (high expression). (F and G) Heatmaps of pseudo-time iterations from the SCN3E analysis of brain (F) and spinal cord (G), representing the 50 most variable genes along pseudo-time with at least p < 0.01 computed using MAST. Arrows illustrate transitions between pre-OPCs (NP1a), OPCs, and COPs/NFOLs. An additional transition is observed in (fore) brain, corresponding to E17.5 to P7 OPCs. See also Figures S5 and S6.

NP1-3 expressed markers of the NP, neuroblast, or radial glia lineages (Figure S4A). To confirm these identities, we performed Pearson correlation comparisons on the embryonic midbrain cell populations identified by single-cell RNA-seq (La Manno et al., 2016). Although correlation was low, this indicated a partial similarity between NPs and neuroblast and neuronal progenitor populations (Figure 3B). 

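Among the 249 E13.5 cells of the NP-like clusters (median of 3089 molecules per cell), *Pdgfra* was seen in 18 (7.23%), *Olig1* in 18 (7.23%), *Olig2* in 21 (8.43%) and *Bcan* in 16 (6.43%). *Cspg4* was seen in 7 (2.81%) and *Ptprz1* in 76 (30.5%). The E13.5 cells of the VLMC-scored cluster 2 (median 3919), which should lack most OPC genes, gave a background of 5.69% for *Olig1*, 4.88% for *Olig2*, 2.44% for *Bcan* and 10.6% for *Ptprz1*. Only for *Pdgfra* and *Cspg4*, which VLMCs and pericytes express, is this cluster no measure of background. In the P7 OPC-like cells (median 2800), *Olig1* was seen in 139 of 157 cells (88.5%), *Olig2* in 111 (70.7%), *Ptprz1* in 150 (95.5%) and *Bcan* in 130 (82.8%). The level of *Pdgfra* over all NP-like cells was 36.5 CPM and that of *Olig1* 46.2 CPM.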

While some cells within the NP populations expressed individual markers of OPCs, RNA levels for these genes were relatively low in the cells where they were observed (Figure S4A).

Two additional E13.5 clusters expressed higher levels of *Pdgfra* and *Csgp4* (NG2), albeit lower than P7 OPCs (Figure S4A). They also expressed genes involved in collagen formation, such as *Col1a1*. 

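*Pdgfra* was seen in 71 of 123 E13.5 cells of cluster 2 (57.7%, 287 CPM), in 51 of 80 of cluster 5 (63.8%, 184 CPM, median of 5762.5 molecules per cell) and in 6 of 21 pericyte-like cells (28.6%, 105 CPM, median 6958). For comparison, 137 of 157 P7 OPC-like cells held it (87.3%, 1452 CPM). Across chips, its level in cluster 2 was 350 ± 242 CPM (SD, n = 9). *Cspg4*, on chromosome 9 from 56865033 to 56899870, was seen in 12 cells of cluster 2 (9.76%), 1 cell of cluster 5 (1.25%) and 14 pericyte-like cells (66.7%, 286 CPM). *Col1a1*, on chromosome 11 from 94936224 to 94953042, is among the genes by which clusters 2 and 5 were named, at 1363 and 967 CPM. Outside them it was seen in 8 pericyte-like cells (38.1%, 369 CPM), 25 NP-like cells (10.0%, 59.1 CPM) and 0 of the P7 OPC-like cells, which allows a share of up to 1.91%.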

Correlation analysis with previous published single-cell datasets (La Manno et al., 2016, Marques et al., 2016) indicates that these cells are related to pericytes and VLMCs (Figures 3B and 3C), and as such, they were named embryonic VLMCs (eVLMCs) and pericyte lineage cells (PLCs). Thus, the pericyte/VLMC signature of E13.5 *Pdgfra*+/GFP cells found in the bulk RNA-seq (Figures 1F and S2C) is most likely due to cell heterogeneity rather than broader cell potential.

### NP1a Constitutes a Pre-OPC Neural Progenitor Population

NP1a and NP3 were more similar to OPCs than other NPs (Figures 3A and 3C), and as such might be the embryonic progenitors of the OL lineage. Nevertheless, our data indicate that there is a transcriptional leap between E13.5 progenitors and P7 OPCs (Figure 2C). 

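The E13.5 NP-like cells on 9 chips were compared with the P7 OPC-like cells on 6 chips. In this comparison too, age was not separate from experiment and dissociation. At an FDR of 0.05, 1163 of 3087 tested genes differed, 612 higher and 551 lower in the OPC-like cells. Values did not overlap for 379 genes, or 12.3%, where chance gives 0.04%. DESeq2 called 2450 genes, 1605 higher and 845 lower. *Scrg1*, *S100a1* and *Gpr37l1* had no molecule in the NP-like cells and were at least 234-fold, 212-fold and 163-fold higher in the OPC-like cells (FDR 1.11e-14, 1.84e-14 and 1.23e-13). Lower in them were *Stmn2* and *Igfbpl1*, by at least 122-fold and 60.1-fold (FDR 4.19e-13 and 1.53e-11), and *Zic1*, by a log2 fold change of -8.36 (SE 0.606, FDR 8.03e-14). Markers by which the OPC-like or NP-like clusters were named differ by construction and are not results.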

In order to better define the transitions between embryonic and post-natal states, we performed additional single-cell RNA-seq with E17.5 *Pdgfra*/GFP+ cells of Pdgfra-H2BGFP knockin mice. We found that, at this stage, *Pdgfra*/GFP+ cells were mainly associated with OPC clusters, although a subset of cells clustered close to E13.5 NP1a cells (Figure S5A). As such, at this stage, our data suggest that NPs are nearly absent within the *Pdgfra*+/GFP population, having already given rise to OPCs.

To further determine the relationship of the identified populations, we developed an algorithm for single-cell near-neighbor network embedding and lineage determination (SCN3E, see STAR Methods for further details). By identifying the likely neighbors for each individual cell, we can infer which cells are most likely to be the progeny or progenitor of others. As a proof of concept, we analyzed the OL lineage populations identified in our previous single-cell RNA-seq work (Marques et al., 2016). SCN3E led to a similar ordering to the one obtained by t-SNE and Monocle, with a clear path from OPCs to MFOLs (Marques et al., 2016), but allowed a better resolution in the late differentiation and/or maturation, indicating a branching event at the MFOL stage (Figure S5B). SCN3E analysis for forebrain and spinal cord datasets indicated that NP1a cells (Figures 3D and 3E, arrows) were more related to post-natal OPCs, which then give rise to COPs and the remaining OL lineage. To verify our results using SCN3E, we used Monocle 2 (Qiu et al., 2017), an alternative “pseudo-time” algorithm, that orders cells in reconstructed pseudo-trajectories. Monocle2 generated similar results as SCN3E (Figures S6A and S6B).

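The 31 NP1a-like cells had a median of 3990 molecules. *Olig1* was seen in 1 of them, *Olig2* in 1 (3.23%), *Bcan* in 1 and *Ptprz1* in 6 (19.4%). All 31 came from E13.5 brain. *Nes*, which served among the naming genes of this class, was seen in 16 (51.6%), beside 28.5% of cluster 2 cells and 3.82% of P7 OPC-like cells. The cells of the NP3-like cluster at E13.5 (146 cells, median 2485) held these genes more often, with *Olig1* and *Bcan* each in 14 (9.59%), *Olig2* in 16 (11.0%) and *Ptprz1* in 59 (40.4%). For *Olig1* and *Olig2* the share in NP1a-like cells lay below the background in cluster 2, and for *Bcan* the single cell does not set it apart.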

A subset of NP1a cells expressed genes as *Olig1/2* and *Ptptrz1* but also Nestin (*Nes*) and *Bcan* (Figures 3D, 3E, and S4A), suggesting that they might constitute pre-OPCs. Monocle2 ordering of cells in a reconstructed pseudo-trajectory also revealed early OL lineage expression of *Ptptrz1*, *Bcan*, and *Olig2* (Figure S6B), comparable to the findings using our SCN3E pipeline. Interestingly, we also observed sparse expression in these cells of *Rfx4* (Figure 3D), which has been reported to be present in Sox10+ cells at E13.5 in the ventral midbrain, within a radial glia population, mRgl2 (La Manno et al., 2016). 

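*Rfx4*, on chromosome 10 from 84756062 to 84906538, was seen in 7 of the NP1a-like cells (22.6%), 1 of 62 NP2-like cells (1.61%, median of 4488.5 molecules per cell) and 14 NP3-like cells (9.59%). Its share was 2.44% in cluster 2 and 14.0% in the P7 OPC-like cells, where 22 cells held it.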

To further validate our findings, we applied SCN3E to this orthologous embryonic midbrain single-cell RNA-seq dataset (Figure S5C) (La Manno et al., 2016), and indeed found a sub-population within mRgl2 expressing *Bcan*, *Olig1*, *Ptprz1*, and lower levels of Nestin (Figure S5C), suggesting that this might constitute an NP1a population in the ventral midbrain. In sum, SCN3E analysis suggests that *Bcan*^*+*^*/ Olig1/2*^*+*^*/Ptptrz1*^*+*^*/Nes*^*+*^ NP1a cells are likely to be the progenitors of OPCs in the brain, constituting a pre-OPC cell state.

Bulk RNA-seq analysis showed that patterning and/or specification TFs were substantially down-regulated from E13.5 to P7, while TFs with roles in OL differentiation emerged (Figures 1B and 1C). 

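*Hoxb3*, on chromosome 11 from 96323326 to 96347930, was seen in 0 of the 31 NP1a-like cells, which came from brain, and this allows a share of up to 9.68%. In spinal cord, 47 of 64 E13.5 NP-like cells (73.4%, 670 CPM, median of 4282 molecules per cell) and 5 of 83 P7 OPC-like cells (6.02%, 21.8 CPM) held it. No molecule was seen in the 74 brain OPC-like cells (up to 4.05%). The comparison of all E13.5 with all P7 cells gave a log2 fold change of -4.27 for *Hoxb3* (SE 0.521, FDR 2.34e-05) at P7. *Sox11*, on chromosome 12 from 27334264 to 27342574, was seen in all 31 NP1a-like cells (2875 CPM) and in 65 of the P7 OPC-like cells (41.4%, 339 CPM). Against the NP-like cells, its log2 fold change in the P7 OPC-like cells was -4.16 (SE 0.342, FDR 1.81e-12). *Hoxb3* was among the genes that named the NP2-like cluster, which held 61 of the 64 spinal cord NP-like cells. Its higher share in them than in OPC-like cells is therefore in part by construction. *Sox11* stood in the general NP list, after which no cluster was named. The comparison of all cells does not rest on the names of clusters.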

We observed that *Hoxb3* and *Sox11* expression was also reduced in the transition from pre-OPCs to OPCs in the single-cell RNA-seq data (Figure 3E). We also observed such transitions when we ordered cells along SCN3E-derived pseudo-time, selecting the 50 most significant variable genes along pseudo-time (Figures 3F and 3G). Indeed, several on-off transitions of cohort of genes occurred during different stages of the pseudo-time, with, for instance, genes expressed at NPs being down-regulated from the OPC stage on, being replaced by genes involved in differentiation and myelination at the COP/NFOL stage (Figures 3F and 3G). These transitions were observed both in the brain and spinal cord, highlighting transcriptional convergence between these two regions.

### E13.5 *Pdgfra*+ Cells Give Rise Mainly to OPCs in the Post-natal CNS, but Also to Cells of the Pericyte Lineage

Our single-cell data indicated the presence of a subset of E13.5 *Pdgfra*/GFP+ cells possibly belonging to the pericyte lineage. To investigate whether these cells can indeed give rise to cells of this alternative lineage, we performed lineage-tracing experiments by injecting tamoxifen in E12.5 Pdgfra-Cre^ERT^-LoxP-eGFP mice (Kang et al., 2010) and examined the GFP+ population at P21 (Figure 4A, see STAR Methods for more details). 47 ± 6% of the GFP + cells in the corpus callosum were OPCs (Pdgfra+/Col1−) (Figures 4B and 4E), while 15 ± 4% of E13.5 expressed Col1a1, a marker of the VLMC and pericyte lineages (Marques et al., 2016) (Figures 4D and 4E). Some of the remaining GFP+ populations were mature OLs (Figure 4C). Similar proportions were observed in the dorsal horn (spinal cord) (Figures 4B, 4C, and 4E). Thus, a subset of E13.5 *Pdgfra*+/GFP cells (most likely eVLMCs or PLCs) belong to the pericyte lineage and retain these properties or give rise to new cells of this lineage (e.g., pnVLMCs, VLMCs) at post-natal stages. Surprisingly, we found that at P21 there was still a considerable contribution of E13.5 *Pdgfra+* cells to the OL lineage, and in particular to OPCs (Figures 4B, 4C, and 4E).

**Figure 4:**
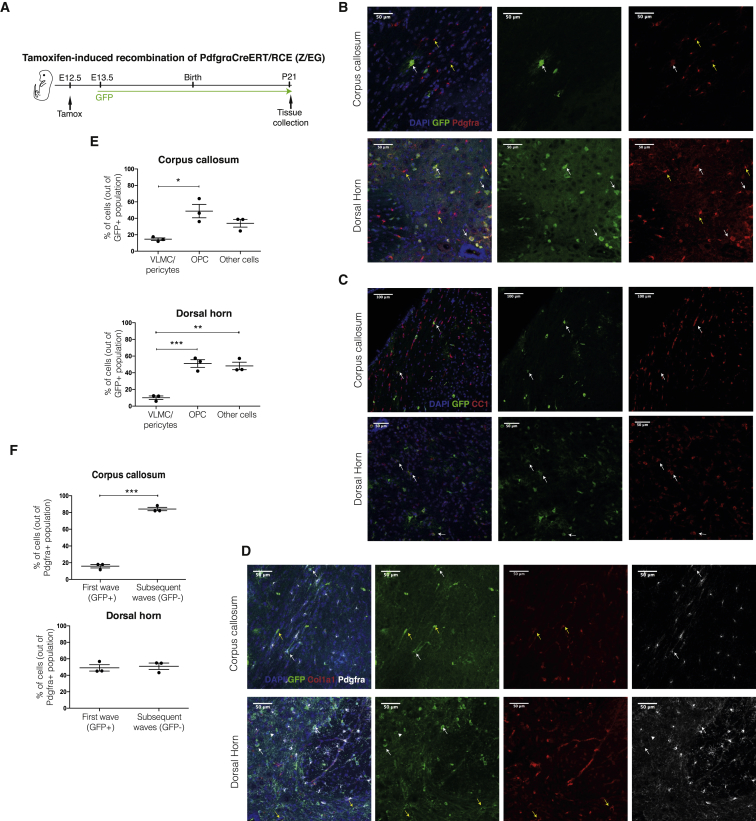
E13.5 *Pdgfra*+ Cells Give Rise to OPCs and Cells of the VLMC/Pericyte Lineage (A) Scheme of lineage tracing experiments in Pdgfra-CreERT-RCE mice; E13.5 *Pdgfra*+ cells progeny was followed until P21 by GFP expression. (B–D) Immunohistochemistry targeting Pdgfra+ cells (B and D), CC1+ mature oligodendrocytes (C) and cells of the VLMC/pericyte lineage (Col1a1+, D) in E13.5 Pdgfra+ progeny (GFP+) in corpus callosum and spinal cord (dorsal horn). B - White arrows, double positive Pdgfra/GFP cells. C - White arrows, double positive CC1/GFP cells. D -White arrows, double positive Pdgfra/GFP cells; yellow arrows, double positive Col1a1/GFP cells; arrowhead, GFP+/Pdgfra-/Col1a1- cell. (E) Quantification of OPCs, VLMCs/pericytes, and other cells derived from E13.5 *Pdgfra*+ cells in the corpus callosum and dorsal horn; one-way ANOVA with Tukey’s multiple comparisons test. (F) Quantification of OPCs derived from the first wave (GFP+/ PDGFRa+) and subsequent waves (GFP−/ PDGFRa+) in the corpus callosum and dorsal horn. Two-tailed unpaired t test. All results are expressed as means ± SEM. For quantifications, 3 animals were used in each time point and 4–5 slices were photographed per animal. An average of 33 and 46 photos in CC and dorsal horn, respectively, were counted per animal. ^∗^, p value < 0.05; ^∗∗^, p value < 0.01; ^∗∗∗^, p value < 0.001.

Forebrain *Nkx2.1*-expressing OL progenitors have been reported to originate at E12.5, but to have a minor contribution to dorsal forebrain OL lineage at post-natal stages (Tripathi et al., 2011, Kessaris et al., 2006). Since our data indicated that the first wave of oligodendrogenesis gives rise primarily to OPCs after birth, we examined the percentage of OPCs (Pdgfra+/Col1−) originating from this wave (GFP+ cells), compared to subsequent waves (GFP− cells). In the corpus callosum, less than 20% of OPCs were derived from the first wave, while the majority was derived from subsequent waves (Figure 4F). This is consistent with the findings that 20% of OL lineage cells (Sox10+) in the corpus callosum at P12–P13 are derived from the first and/or second wave, while 80% originate from the third one (Tripathi et al., 2011). In contrast, in the dorsal horn 48 ± 4% of the OPCs were derived from the E13.5 wave (Figure 4F). Thus, our results indicate that the progeny of the first wave of E13.5 *Pdgfra*+ progenitors persists in the juvenile CNS, with sub-populations giving rise not only to a specific population of OPCs but also to cells of other lineages, such as pericytes.

### E13.5-Derived Post-natal OPCs and OPCs Derived from Subsequent Waves Have Similar Transcriptional Profiles and Electrophysiological Properties

Our single-cell transcriptomics analysis suggests that embryonic OL progenitors might undergo a process of rapid change of their transcriptional networks. Given that we observed that E13.5 *Pdgfra*/GFP+ progenitors give rise to a subset of the OPC population in the post-natal CNS (Figure 4), we investigated whether this convergence indeed occurs during development *in vivo*. We performed lineage tracing of *Pdgfra*+ cells originating from only the first wave (tamoxifen treatment at E12.5–txE12.5) or from all waves (tamoxifen treatment at P3–txP3) and assessed their progeny at P7 by single-cell RNA-seq (Figure 5A). 

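In the lineage tracing, the *Pdgfra*-CreERT/RCE line was given tamoxifen, which lets the recombinase switch on a green fluorescent protein for good in cells that express *Pdgfra* at that time. Cells were taken at P7 from the brain and processed as the others. The 6 chips of cells traced from E12.5 (txE12.5) gave 404 cells that passed the molecule filter (59 to 78 per chip, median 66), and 163880 to 297627 molecules per chip (median 198450.5). For the 3 chips traced from P3 (txP3) there were 197 cells (57 to 70, median 70) and 197602 to 252332 molecules per chip (median 214678). After removal of doublets, 344 and 190 cells were left, of which 219 and 168 were OPC-like. The txE12.5 chips came from 2 experiments, here called A (chips 5, 13 and 14) and B (chips 15, 16 and 17), and the txP3 chips from 1, called C. Chips of the same experiment could hold cells of the same suspension, so the number of independent preparations may be lower than that of chips. *Xist* was seen in 149 of 163 cells of experiment A, which held no molecule of the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*. In experiments B and C *Xist* was seen in none of 181 and 190 cells, while 99 and 90 cells held Y-linked molecules.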

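Of the nearest neighbours of the 387 lineage-traced OPC-like cells, 45.0% came from cells of the same tamoxifen day on another chip, where 43.8% of the cells offered did (chip SD 5.84, n = 9 chips). The share was 49.3% for txE12.5 cells, with 51.7% in their pool, and 39.3% for txP3 cells, with 33.6%. The txP3 share lay above its pool by more than the SD of the 3 txP3 chips, 2.51, and the txE12.5 share below its pool by less than that of its 6 chips, 3.26. Principal components taken from these cells alone, a choice made after seeing the data, left no such gap for txP3 cells (33.8%, chip SD 5.01). In that setting the txE12.5 share was 54.4% (chip SD 2.67) and lay above its pool. Letting neighbours lie on the same chip moved the share over all cells most, to 55.3% against a pool of 50.7%. Cycling cells made up 15.7% ± 3.34 (SD, n = 6 chips) of the txE12.5 and 17.4% ± 6.74 (SD, n = 3 chips) of the txP3 OPC-like cells. This difference of -1.75 percentage points was smaller than the spread between chips (two-sided exact permutation test, p = 0.655, with 0.0119 the smallest p possible). Its sign was not stable, since it was 2.66 points at a minimum of 2000 molecules per cell and 2.03 points without txP3 chip 18.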

We observed that OPCs derived from E13.5 or from subsequent waves intermingled (Figure 5B), with OPC1a/b and OPCcyc cells being progeny of both the first wave and the subsequent waves (Figure 5C). OPC1b had a smaller representation in P3-derived OPCs, which might suggest that a defined temporal window is required for the maturation of *Pdgfra*/GFP+ into OPC1b, as well as pnVLMCs and COPs. 

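Whether cluster 0 or cluster 6 corresponds to OPC1b was not tested. Cluster 6 made up 17.3% ± 20.3 of the txE12.5 OPC-like cells (SD, 0% to 56% per chip, where chip 15 held none of 35 cells, which allows up to 8.57%) and 19.1% ± 17.5 of the txP3 ones (SD, 6.25% to 39.1%), a difference of -1.84 percentage points (two-sided exact permutation test, p = 0.94). The sign was reversed without txE12.5 chip 15 or 17 (1.62 and 0.75 points) and without txP3 chip 19 (8.15 points). Cluster 8 scored highest for VLMC genes, although none of the VLMC genes listed for naming was among its leading genes. It made up 14.2% ± 8.78 of the txE12.5 cells (SD, 1.79% to 28.8%) and 3.58% ± 2.15 of the txP3 cells (SD, 1.82% to 5.97%). The difference of 10.6 points did not pass (exact permutation p = 0.107), but did without txE12.5 chip 5 (13.1 points, exact permutation p = 0.0179). With all VLMC-scored clusters and the cells marked as doublets kept, the difference was 17.8 points (exact permutation p = 0.0238). COP-like and NFOL-like cells were 16.8% ± 7.93 of txE12.5 and 8.32% ± 5.85 of txP3 cells (SD, exact permutation p = 0.167).

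For the immediate early genes *Fos*, *Fosb*, *Jun* and *Egr1*, summed over the OPC-like cells of a chip, the log2 CPM with a pseudocount of 10 was 8.81 ± 0.325 in txE12.5 and 9.21 ± 0.29 in txP3 (SD). Their difference of -0.40 did not pass (exact permutation p = 0.131). Of the alternatives that used all chips, a pseudocount of 100 moved it most, to -0.34.

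**Figure D2:**
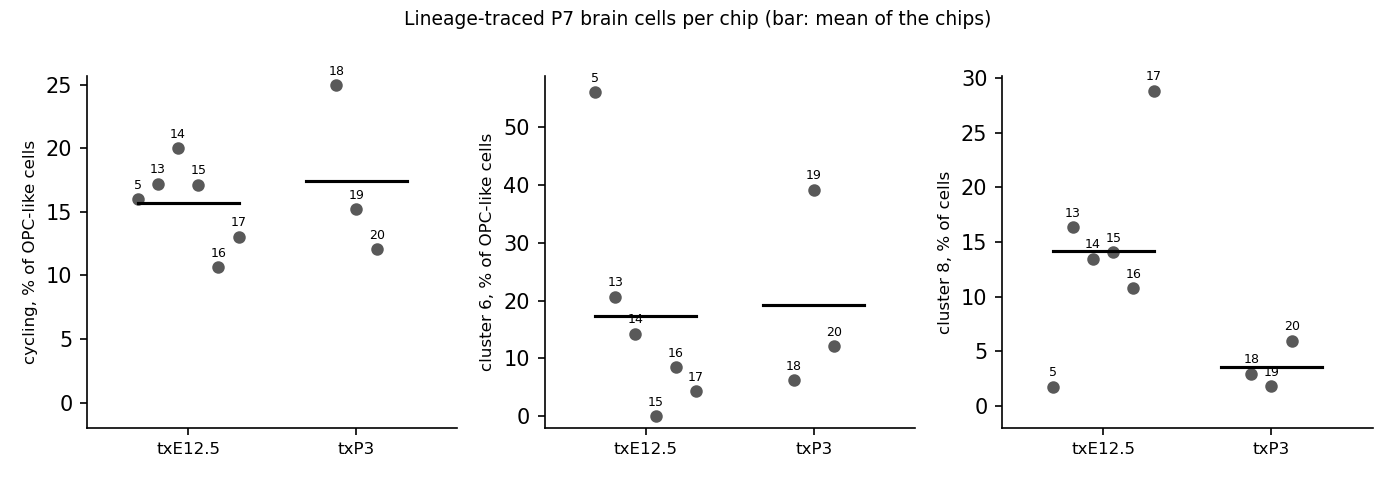
Percent of OPC-like cells in the cycling cluster and in cluster 6, and percent of all cells in cluster 8, among P7 brain cells traced from E12.5 and from P3. Horizontal bars are means of chips and dots are chips labelled by number, and txE12.5 chip 5 has the highest cluster 6 percentage, 56%.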

We also analyzed the lineage-traced cells, focusing only on the expression profiles of genes involved in electrophysiological activity: glutamate receptor, potassium channel, voltage gated ion channel, and GABA receptor genes. t-SNE representation indicated that variation between these genes could not segregate txE12.5 from txP3 cells (Figure 5D), reflecting that these genes were expressed in a stochastic manner in both populations (Figure 5E). Thus, our results indicate that OPCs from different development temporal and spatial origins indeed converge into three transcriptional states at post-natal stages.

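The families taken by symbol were Gria, Grik, Grin, Grid, Grm, Kcn, Scn, Cacn, Gabr and Gabbr, with 181 genes in the counts. In the OPC-like cells 32 of them had enough counts to be tested between txE12.5 and txP3, and 16 were higher in txE12.5. As a set they did not differ (fry, two-sided p = 0.77), and 68 of the 84 exact permutations of the chips between the groups gave a p as small. The direction given by fry was down, although the mean and median log2 fold change were both 0.005. Neither did camera with its preset correlation of 0.01 call the set (p = 0.617). In edgeR 0 of the genes passed an FDR of 0.05, adjusted over the list alone or over all genes, and 3 had an unadjusted p under 0.05. Without the filter on low counts 128 of the genes were tested, with a fry p of 0.629. A set whose genes go both ways is better read by the mixed test of fry, which takes no direction, with a mixed fry p of 0.46 with the filter and of 0.0529 without it, where 13 genes had an unadjusted p under 0.05. The direction turned to up without txE12.5 chip 15, with a fry p of 0.989, and without txP3 chip 19, with a fry p of 0.768.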

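Between the txE12.5 and txP3 OPC-like cells, edgeR called 2 of 3838 tested genes at an FDR of 0.05, and 159 had an unadjusted p under 0.05. The called genes were *Xist* and *Tsix*, which had no molecule in txP3 and were at least 251-fold and at least 63.3-fold higher in txE12.5 (FDR 0.00683 for each). Their molecules came from experiment A alone. Values did not overlap between the groups for 82 genes, or 2.14%, where chance gives 2.38%. DESeq2 called 0 genes, with 260 under an unadjusted p of 0.05, and edgeR without the filter on low counts called 10. No gene passed without chip 13 or without chip 14, and without chip 5 the only gene was *Ptgds* (log2 fold change 3.82, SE 0.738, FDR 0.028). *Xist* and *Tsix* were not tested in these settings, which therefore do not show that their calls were lost. With experiment A left out, a choice made after seeing the data, *Chadl* (log2 fold change -2.28, SE 0.421, FDR 0.0129) and *Ptgds* (4.05, SE 0.775, FDR 0.0129) were called. *Mbp* had a log2 fold change of 1.498 (SE 0.371, FDR 0.217), and passed without the filter on low counts (FDR 0.0368) and without txP3 chip 19 (log2 fold change 2.01, FDR 0.0476). In simulated counts of this design 84.5% of well-expressed genes changed by a log2 fold change of 2 were recovered. The simulation held no difference between experiments, so the share does not carry over to sparse or more variable genes. From the mixing of OPCs traced from both days, together with that of brain and spinal cord OPCs, the paper concludes that OPCs of different origins in time and space converge on 3 transcriptional states.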

**Figure 5:**
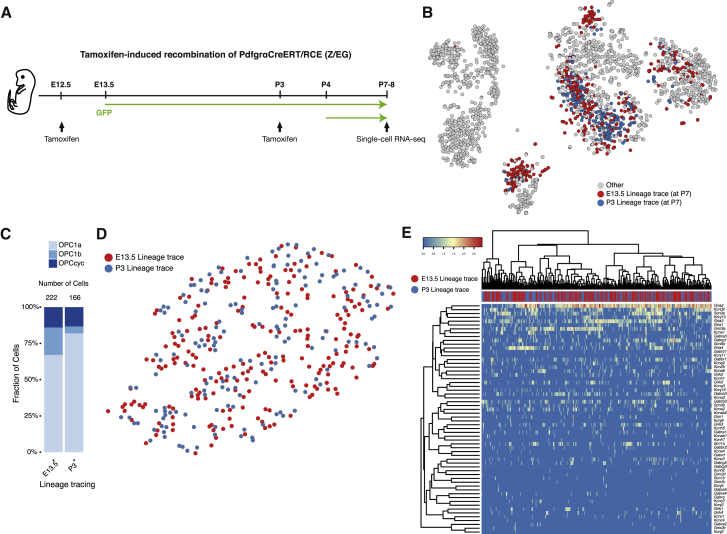
Similar Single-Cell Transcriptomic Profiles of Cells Derived from the First and Subsequent Waves of Oligodendrogenesis (A) Scheme of lineage tracing experiments in Pdgfra-CreERT-RCE mice; E12.5-13.5 and P3-5 *Pdgfra*+ cells progeny was identified by GFP expression at P7-8 when single-cell RNA-seq was performed. (B) t-SNE (from Figure 2) illustrating GFP+ cells from the lineage tracing of E12-5-13.5 or P3-P5 Pdgfra+ cells in the PdgfraCreERT-RCE mice at P7. (C) Fraction of OPC1a, 1b and OPCcyc in each lineage tracing experiment. (D) t-SNE clustered using glutamate receptor, potassium channel, voltage gated ion channel, and GABA receptor genes, illustrating homogeneous distribution of E13.5 and P3 lineage traced OPCs. (E) Hierarchically clustered heatmap showing the expression of glutamate receptor, potassium channel, voltage-gated ion channel, and GABA receptor genes in E13.5 and P3 lineage traced OPCs.

OPCs have been shown to present electrophysiological properties (Clarke et al., 2012, Káradóttir et al., 2008), and our single-cell RNA-seq experiments coupled with lineage tracing would suggest that E13.5-derived OPCs at P7 have similar electrophysiological properties to OPCs derived from subsequent waves (Figure 5E). In order to investigate if this is indeed the case, we performed whole-cell voltage-clamp recordings of corpus callosum OPCs at P7-P8 derived from either the first wave (tamoxifen treatment at E12.5–txE12.5) or all waves (tamoxifen treatment at P3–txP3) (Figures 6A and 6B). The two groups (slices from 2 animals txE12.5 and from 4 animals txP3) exhibited comparable passive intrinsic properties: input resistance (txE12.5 1.6 ± 0.2 GΩ; txP3 1.6 ± 0.2 GΩ; (n) of cells = 6 and 15, respectively), and membrane capacitance (txE12.5: 34.3 ± 8.7 pF, n = 7; txP3: 30.7 ± 6.1 pF, n = 15). Recorded events had similar average amplitudes (txE12.5: −12.28 ± 0.39 pA, n = 7; txP3: −13.0 ± 0.4 pA, n = 15). The frequency of events in the two populations was also not significantly different (Figures 6C and 6D). However, while txE12.5 cells received less frequent events in a more uniform manner (6 ± 1.89 Hz, n = 7), txP3 cells exhibited a larger heterogeneity, with 30% of the cells having more frequent events (11.4 ± 3.1 Hz, n = 15; p = 0.3). Concurrently, the cumulative distribution of event amplitudes displayed somewhat larger events recorded on OPCs derived from txP3 (Figure 6E). In order to confirm that these events are due to spiking activity in neighboring neurons, we blocked excitation by applying 10 μM of Tetrodotoxin (TTX) in slices from 2 animals per time point. This drastically reduced the frequency of events in both groups (Figure 6D): txE12+TTX (n = 5; 0.93 ± 0.33 Hz; p = 0.038) and txP3+TTX (n = 3; 0.54 ± 0.32 Hz; p = 0.075). Accordingly, when glutamatergic receptors were blocked, we also observed a robust decrease in number of events (txP3+CM− 1.2 ± 1.3 Hz; n = 4; p = 0.11, Figure 6D). As such, OPCs derived from the E13.5 wave present similar electrophysiological properties to OPCs derived from subsequent waves.

**Figure 6:**
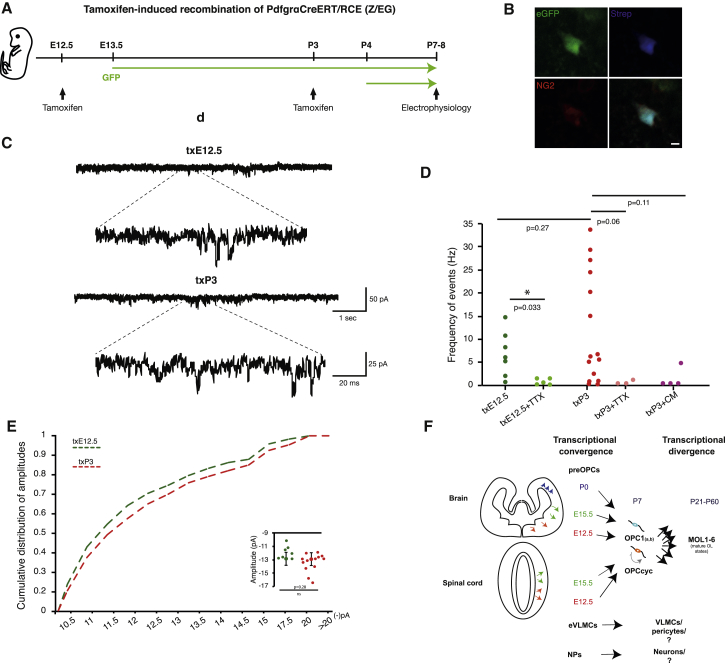
Similar Electrophysiological Profiles of Cells Derived from the First and Subsequent Waves of Oligodendrogenesis (A) Scheme of lineage tracing experiments in Pdgfra-CreERT-RCE mice; E12.5-13.5 and P3-5 *Pdgfra*+ cells progeny was identified by GFP expression at P7-8 when electrophysiological recordings were performed. (B) Representative image showing a recorded cell labeled with biocytin-streptavidin (blue) and expression of NG2 (red); Scale bar represents 5 μm. (C) Representative voltage-clamp traces of OPCs (held at −70 mV) showing inward spontaneous post-synaptic currents. (D) Frequency of events in seven txE12.5-cells (dark green) and fifteen txP3-cells (red). Tetrodotoxin (TTX) strongly reduced frequency spontaneous of events, shown as txE12.5+TTX (five cells) and txP3+TTX (three cells). Blockage of glutamatergic receptors with CNQX/MK801 showed similar effect (txP3-CM, four cells). (E) Cumulative distribution of events’ amplitudes and on the right side insert with average amplitudes for each cell. p values correspond to two-tailed Student’s t test for independent (between groups) or paired-samples (for pharmacology experiments). (F) Model for transcriptional convergence of the different waves of progenitors of oligodendrocyte lineage cells.

## Discussion

We have previously shown that OL lineage in the juvenile and adult CNS is more heterogeneous than previously anticipated, with several intermediate states after differentiation of OPCs and six mature OL states (Marques et al., 2016). Here, we provide evidence that progenitor cells of the OL lineage with different temporal and spatial origins in the CNS converge into similar OPC transcriptional states at P7 (Figure 6F). Our results from bulk and single-cell RNA-seq suggest that a transcriptional network of embryonic patterning TFs is replaced at post-natal stages in the anterior and posterior CNS by a convergent transcriptional network, associated with electrophysiological responses and compatible with activity-driven differentiation and myelination (Koudelka et al., 2016, Gautier et al., 2015, Wake et al., 2015, Gibson et al., 2014, Lundgaard et al., 2013, Demerens et al., 1996). Given the occurrence of this convergence into similar OPC states at post-natal stages, when differentiation starts, subsequent cell-state diversification into six mature OL cell states (Marques et al., 2016) is thus likely not cell intrinsic but rather induced by the local environment OPCs are exposed to upon differentiation (Figure 6F).

Previous transcriptomics studies on the OL lineage were based on bulk populations expressing *Pdgfra* and focused on single regions, such as the forebrain (Moyon et al., 2015, Zhang et al., 2014, Cahoy et al., 2008). These studies were performed with bulk RNA-seq or microarrays, and suggested, for instance, that neonatal and adult OPCs presented different transcriptional profiles (Moyon et al., 2015). In our study, bulk and single-cell RNA transcriptomics were, for the first time, performed on the exact same *Pdgfra*+ cell population at different stages and regions, giving an unbiased and clear understanding of what exactly these cells are at the molecular level and how diverse the *Pdgfra*+ population is. Bulk RNA-seq analysis of FACS-sorted *Pdgfra*+/GFP cells suggests heterogeneity between P7 OPCs from the spinal cord and brain, with the former expressing genes involved in myelination at substantially higher levels. However, scRNA-seq analysis of the populations present at this stage indicates that OPCs are unexpectedly similar at the transcriptional level, highlighting the strength of single-cell RNA-seq analysis to deconvolute bulk transcriptomics analysis.

OPCs in different anterior-posterior regions of the CNS converge into similar transcriptional profiles at P7 that are compatible to their main functions at that stage (integration of neuronal activity and differentiation). Nevertheless, it is possible that small cohorts of differentially expressed genes (Table S3) might be involved in additional functions of OPCs, contributing to different functional states within the OPC cell type within the different regions or stages. Alternatively, it is possible that intrinsic epigenetic differences between brain and spinal cord OPCs are dormant, not reflected at a transcriptional level. Such epigenetic memory, possibly in the form of post-translational modifications at the level of histones, could then be reactivated upon specific environmental stimuli upon differentiation. Further epigenomic experiments may elucidate whether this is indeed the case.

Our data indicate that only a subset of *Pdgfra*/GFP*+* cells at E13.5 express markers of the future OL lineage, and that other subsets have transcriptional profiles compatible with progenitors of other cell lineages. Lineage tracing had previously indicated that a small subset of post-natal *Pdgfra*/GFP+ cells can give rise to neurons, although it was not clear whether this was a technical artifact due to spurious Cre recombination (Clarke et al., 2012). Motor neurons are specified at E9-10.5 at the ventral CNS from an Olig2 domain, while a subsequent wave of oligodendrogenesis starts occurring at E12.5, with the emergence of *Pdgfra+* cells (Rowitch, 2004). Thus, oligodendrogenesis, rather than neurogenesis, should be captured from this domain at E13.5. Since we performed lineage tracing with Pdgfra-Cre-ERT/RCE mice upon injection of tamoxifen at E12.5/13.5 and P3/P4 and combined with single-cell RNA-Seq at P7/8, we could investigate whether this population can give rise to neurons. Correlation analysis of this dataset with a previously published single-cell RNA-seq dataset (Zeisel et al., 2015) indicates that the lineage-traced cells show high correlation with OLs and astrocytes and/or ependymal cells, and much lower with microglia, endothelial-mural cells or neurons (Figure S6C). Nevertheless, four E13.5-derived cells have a high correlation with neurons (Figure S6C). 

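The correlation with neurons was not recomputed here. By the neuronal genes of the doublet rule, 10 of the 404 txE12.5 cells held at least 3 molecules from at least 2 genes, and 5 of these had been marked as doublets. Of those not marked, 1 lay in an NP-like cluster. The txP3 cells included 7 of 197 by the same measure, 2 of them marked and none in an NP-like cluster.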

Additional single-cell RNA-seq will be required to elucidate whether embryonic *Pdgfra*/GFP+ cells indeed can give rise to neurons, since it is possible that the four cells observed are due to spurious recombination.

The identification of progenitors of cells of the pericyte lineage has been elusive (Armulik et al., 2011). We observed E13.5 *Pdgfra*+ populations that express pericyte and VLMC markers and can give rise to cells of the pericyte lineage. Pericytes and OL progenitors have been described to share antigenic properties, including expression of *Pdgfra* and *Cspg4* (NG2). Adult *Pdgfra*+ cells have also been described to occasionally give rise to pericytes (Kang et al., 2010). Thus, it is possible that *Pdgfra*+ eVMLC, or even one of the NP populations, are the progenitors of at least a subset of cells in the pericyte lineage. Interestingly, it has been previously reported that E7.5 Sox10+ neural crest cells give rise to pericytes in the adult CNS (Simon et al., 2012). While we do not detect Sox10 expression in eVLMCs or NPs, it is possible that these cells are derived from an earlier progenitor population expressing *Sox10*. pnVLMCs, in contrast to pericytes and eVLMC, express several genes that are present in cells of the OL lineage, such as *Plp1*, *Mbp*, and *Trf*. This could suggest a lineage relationship with OLs. Nevertheless, SC3NE and Monocle 2 (Figures 3 and S6) indicate that such a link is unlikely. 

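*Sox10*, on chromosome 15 from 79154908 to 79165240, was seen in 3 E13.5 cells of cluster 2 (2.44%), 1 of cluster 5 (1.25%) and 6 NP-like cells, all of them NP3-like (4.11%). It was seen in 0 NP1a-like, NP1b-like, NP2-like and pericyte-like E13.5 cells, which allows shares of up to 9.68%, 30.0%, 4.84% and 14.3%. The P7 OPC-like cells held it in 91 cells (57.96%).

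Cluster 8, the VLMC-scored cluster in which most cells came from P7 brain, held 65 cells (median of 2933 molecules per cell) and had 128 CPM of *Mbp* and 336 CPM of *Trf*. In the E13.5 cells of cluster 2 these were 5.06 and 53.9 CPM, in cluster 5 10.3 and 31.0 CPM, and in the pericyte-like cells 22.6 and 15.1 CPM. As a measure of background, the 13 endothelial-like cells (median of 3332 molecules per cell, 12 of them on the lineage-traced chips), which should lack *Mbp*, had 318 and 79.5 CPM. *Mbp* in cluster 8 therefore lay below this background, and *Trf* above it. Cells marked for joint OPC and VLMC genes had been removed before. With marked cells kept, the cluster with nearly the same leading genes held 118 cells. The values for cluster 8 therefore cover only part of such cells and do not decide whether VLMCs of P7 hold *Mbp*. NFOL-like cells had 11400 and 583 CPM.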

As such, we consider that the most likely explanation of our data is that distinct sub-populations of *Pdgfra*+ cells at E13.5 give rise to different lineages, rather than the existence of a multipotential *Pdgfra*+ progenitor that gives rise both to OLs and pericytes. These might have been generated from the *Pdgfra*+ NPs described above, or from a separate source, as cells associated with blood vessels invading the developing CNS. Lineage tracing using eVLMC or NP specific markers might elucidate whether indeed any of these populations are progenitors within the pericyte lineage.

OPCs derived from the E13.5 wave presented similar electrophysiological properties to OPCs derived from subsequent waves (Figure 6). Nevertheless, there was a bimodal pattern of electrophysiological activity for P3-derived OPCs. A subset of second and/or third-wave-derived OPCs are more responsive to the neighboring neuronal network than E13.5-derived OPCs (Figure 6D), suggesting a higher heterogeneity of second and/or third-wave-derived OPCs than first-wave-derived OPCs. When analyzing the overall transcriptional profile of OPCs derived from the E13.5 wave and other waves, no heterogeneity was found (Figure 5), indicating that the transcriptional state could thus not account for the observed electrophysiological differences. We observed scattered expression of several ion channels and glutamate receptors (Figure 5E), which can be consistent with cell heterogeneity at an electrophysiological level. Techniques such as Patch-Seq (Fuzik et al., 2016) might be able to address if this is indeed the case. Alternatively, other post-transcriptional events, such as asymmetric distribution of transcripts in OPC processes (Thakurela et al., 2016) or translational events, might account for the observed differences.

Our unexpected finding that post-natal OPCs from different regions are transcriptionally similar suggests a strong selective pressure during development to assure functional convergence of these progenitor populations. This is in contrast with neuronal lineages, where diversity of cell states arises early during development, with progenitors expressing patterning TFs that will ultimately determine the identity of their progeny (Mayer et al., 2018, Mi et al., 2018). Interestingly, many of these TFs are actively down-regulated upon terminal neuronal differentiation, while their ectopic reactivation has been linked with cell death and degeneration (von Schimmelmann et al., 2016). Nevertheless, the attenuation of patterning and/or specification transcription we observe in the OL lineage is not a common event during neural development. For instance, it does not occur within the dopaminergic neuronal lineage, where patterning TFs such as Lmx1a/b and Nurr1 continue to be expressed at adult stages and have distinct functions relative to their developmental ones (Doucet-Beaupré et al., 2016, Kadkhodaei et al., 2013). Our results indicate that down-regulation of patterning and specification TFs appear to be required for the establishment of an OPC transcriptional state. Abnormal re-expression or retainment of TFs expressed during embryogenesis might be deleterious to post-natal OPCs or might prevent their capacity to differentiate in the context of disease.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Chicken polyclonal anti-GFP	Abcam	ab13970, RRID:AB_300798
Goat polyclonal anti-PDGFRA	R&D	AF1062, RRID:AB_2236897
Rabbit polyclonal anti-COL1A1	Abcam	ab21286, RRID:AB_446161
Mouse monoclonal anti-CC1 (anti-APC)	Millipore	OP80, RRID:AB_2057371
Rabbit polyclonal anti-NG2	Millipore	AB5320, RRID:AB_11213678

**Experimental Models: Organisms/Strains**		

Pdgfrα-CreER^T1^/RCE (mouse)	The Jackson Laboratory	B6N.Cg-Tg(Pdgfra-CreERT)467Dbe/J crossed with Gt(ROSA)26Sortm1.1(CAG-EGFP)Fsh/Mmjax
Pdgfrα-H2BGFP (mouse)	Philippe Soriano	B6.129S4-Pdgfratm11(EGFP)Sor/J

**Critical Commercial Assays**		

Neural tissue dissociation kit (P)	Miltenyi	130-092-628
C1™ Single-Cell Reagent Kit for mRNA Seq	Fluidigm	100-6201
miRNeasy micro kit	Qiagen	217084
MaxTract High density	Qiagen	29046
QuBit RNA HS assay kit	ThermoFisher	Q32852
RNA 6000 Pico Kit	Agilent	5067-1513
TruSeq Stranded Total RNA Library Prep Kit	Illumina	20020596

**Other**		

C1™ Single-Cell Open App™ IFC, 10–17 μm	Fluidigm	100-8134
C1 instrument	Fluidigm	N/A
FACSAria III Cell Sorter B5/R3/V3	BD biosciences	N/A
Axopatch 200B Amplifier	Molecular Devices	N/A
Digidata 1322A	Molecular Devices	N/A
Nikon Ti-E with motorized stage	Nikon	N/A
7900HT Fast System	Applied biosystems	N/A

**Software and Algorithms**		

FastQC	Andrews (2010)	https://www.bioinformatics.babraham.ac.uk/projects/fastqc/
STAR (v.2.5.0a)	Dobin et al. (2013)	https://github.com/alexdobin/STAR
GENCODE M8 annotations	Mudge and Harrow (2015)	https://www.gencodegenes.org/
featureCounts v1.5.0-p1	Liao et al. (2014)	http://bioinf.wehi.edu.au/featureCounts/
Bioconductor packages	Gentleman et al. (2004)	https://www.bioconductor.org/
biomaRt library	Durinck et al. (2009)	https://bioconductor.org/packages/release/bioc/html/biomaRt.html
limma package	Ritchie et al. (2015)	http://bioconductor.org/packages/release/bioc/html/limma.html
DESeq2 package	Love et al. (2014)	http://bioconductor.org/packages/release/bioc/html/DESeq2.html
heatmap3 library	Zhao et al. (2014)	https://cran.r-project.org/web/packages/heatmap3/index.html
RNASeqPower library	Hart et al. (2013)	https://bioconductor.org/packages/release/bioc/html/RNASeqPower.html
topGO R package	Alexa and Rahnenfuhrer (2016)	https://bioconductor.org/packages/release/bioc/html/topGO.html
Fisher-elim algorithm	Alexa et al. (2006)	https://bioconductor.org/packages/3.7/bioc/vignettes/topGO/inst/doc/topGO.pdf
Cytoscape	Cline et al. (2007)	http://www.cytoscape.org/
EnrichmentMap plugin	Merico et al. (2010)	http://baderlab.org/Software/EnrichmentMap
HISAT2 version 2.0.5	Kim et al. (2015)	https://ccb.jhu.edu/software/hisat2/index.shtml
Stringtie 1.3.1c	Pertea et al. (2015)	http://www.ccb.jhu.edu/software/stringtie/
BackSPIN2 algorithm	Marques et al. (2016)	https://github.com/linnarsson-lab/BackSPIN
Rpackage DPT	Haghverdi et al. (2016)	https://www.rdocumentation.org/packages/destiny/versions/2.0.4/topics/DPT
PAGODA (SCDE R-package)	Fan et al. (2016)	http://hms-dbmi.github.io/scde/
MAST package R	Finak et al. (2015)	https://github.com/RGLab/MAST
SCN3E	This paper	https://github.com/Castelo-Branco-lab/OPCsinglecell2017

**Deposited Data**		

Raw and Analysed data	This paper	GEO: GSE95194 (single cell) and GEO: GSE95093 (bulk)

**Other**		

Webresource with browsable data	This paper	https://ki.se/en/mbb/oligointernode

### Contact for Reagent and Resource Sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Gonçalo Castelo-Branco ().

### Experimental Model and Subject Details

#### Mice

Mice line used in this study included Pdgfra-cre-ERT/RCE (mixed C57BL/6NJ and CD1 background), which is result of a cross between the Pdgfra-cre-ERT line (Kang et al., 2010) and the Z/EG line (Butt et al., 2008) and the Pdgfra-H2BGFP knock-in mouse (Klinghoffer et al., 2002) (background C57BL/6NJ). Female Pdgfra-cre-ERT/RCE and the resulting embryos (E12.5) or pups (P3) were used for lineage tracing. No further behavioral experiments were done in this group of animals.

Homozygous Pdgfra-H2BGFP, in which H2B-eGFP fusion gene is expressed under the promoter of the OPC marker, *Pdgfra* have an embryonic lethal phenotype, with half of the embryos failing to survive past embryonic day 12.5 and the remainder failing to survive beyond embryonic day 15.5 (https://www.jax.org/strain/007669). Therefore, we used heterozygote mice, in which *Pdgfra* is expressed mainly in OPCs but the GFP remains to some extent in the early stages of OL differentiation, due to GFP half-life (Clarke et al., 2012).

Mice were time mated to obtain embryos with 13.5 days or post-natal day 7 pups. Gender was randomized since the experiments were mainly done in embryos and pups. The following light/dark cycle was used: dawn 6.00-7.00; daylight 07.00-18.00; dusk 18-00-19.00; night 19.00-06.00. A maximum of 5 adult mice per IVC-cage of type II Allentown. Breedings were done with 1 male and up to 2 females. All experimental procedures performed followed the guidelines and recommendations of local animal protection legislation and were approved by the local committee for ethical experiments on laboratory animals (Stockholms Norra Djurförsöksetiska Nämnd in Sweden).

### Method Details

#### OPC Extraction

Embryos with 13.5, E17.5 days and pups from post-natal day 7, from both genders of the Pdgfra-H2BGFP mice line were used to extract OPCs. The dissociation method varied depending on the stage. For embryonic stage, forebrain and spinal cord were excised and tissue was mechanical dissociated in HBSS with ions using 3 Pasteur pipettes of decreasing diameter. For post-natal stages, the same tissues were dissociated with a Papain Neural dissociation kit from Miltenyi, following the manufacturer’s instructions.

#### FACS Sorting

The single-cell suspension from embryonic and post-natal tissue was FACS sorted for GFP cells using a BD FACSAria III Cell Sorter B5/R3/V3 system. For bulk sequencing, cells were collected in non-sticky RNAse free tubes containing RNA Later, Qiazol was added and samples were snap frozen until further RNA extraction. For this, pooling of mice samples was performed to obtain at least 50,000 cells. For single-cell analysis, cells were collected in cutting solution with 1% BSA and quickly prepared for capture on the C1 fluidigm system. FACS gating strategy is presented in Figure S1. We observed a gradient of GFP+ cells at P7. This gradient was also previously observed in other studies with the Pdgfra-H2BGFP mice, where the OPC population was selected for the expression of high levels of GFP (Moyon et al., 2015). We performed qRT-PCR studies and determined that while the GFP++ population expressed *Pdgfra*, *Olig2* and *Plp1*, the GFP+ population lacked expression of these markers (data not shown, n = 1). Since the main focus of our manuscript is OPCs, which express *Pdgfra*, we did not proceed to the analysis of the GFP+/Pdgfra- population.

#### RNA Extraction for Bulk RNA-Seq

RNA was extracted with miRNeasy micro kit from Qiagen, following manufacturer's instructions with minor modifications. Briefly, Qiazol extracts were thawed and vortexed for 1min. Chloroform was applied and mixture was transferred to a MaxTract High density column. From that point on, the extraction was then performed according to the kit's manual for low input samples. RNA was then measured with QuBit RNA HS assay kit and Agilent RNA 6000 Pico Kit. 50 ng of RNA from each E13.5/ P7 sample was used for library preparation. Each sample represented a pool of *Pdgfra+* cells collected from 4 – 32 animals to achieve the 50ng required for library preparation.

#### Library Preparation for Bulk RNA-Seq

Illumina’s TruSeq Stranded Total RNA Library Prep Kit was used according to manufacturer’s instructions. Three pooled biological replicates were sequenced for each developmental stage and CNS region, and a total of 38 - 66 million 150 bp strand-specific paired-end reads were generated for each replicate, comprising a total of 620.5 million reads across all datasets (Figure S1).

#### Single-Cell RNA-Seq Cell Capture and Imaging

Cell suspensions in a concentration of 600-1000 cells/μL was used. C1 Suspension Reagent was added (all 'C1' reagents were from Fluidigm, Inc.) in a ratio of 4μL to every 7μL cell suspension. 11μL of the cell suspension mix was loaded on a C1 Single-Cell AutoPrep IFC microfluidic chip designed for 10- to 17μm cells, and the chip was then processed on a Fluidigm C1 instrument using the 'mRNA Seq: Cell Load (1772x/1773x)' script (30 min at 4°C). The plate was then transferred to an automated microscope (Nikon TE2000E), and a bright-field image (20× magnification) was acquired for each capture site using μManager (http://micro-manager.org/ (2)), which took <15 minutes. Quality of cells, control for doublets and processing of C1 chips were performed in the Eukaryotic Single Cell Genomics facility at SciLife Lab, as described in Zeisel et al. (2015) and Marques et al. (2016).

#### Lineage Tracing

Pdgfra-cre-ERT/RCE female mice were injected 2mg tamoxifen (20mg/ml, Sigma) at pregnancy day E.12.5 (txE12.5) or when pups were P3 (txP3). Brain tissue was then harvested at P7-P8 for electrophysiology and single-cell RNA sequencing and at P21 for immunohistochemistry experiments, respectively. Since the Pdgfra-cre-ERT line was crossed with a low efficiency Z/EG reporter and not a R26-GFP reporter, the likelihood of sporadic tamoxifen-independent recombination of the Pdgfra-CreERT mouse line in this study is low (http://jackson.jax.org/rs/444-BUH-304/images/18280_Bergles.pdf).

#### Electrophysiology

P7-P8 pups were deeply anesthetized with isoflurane and brains were collected in ice-cold solution of the following composition (in mM): 62.5 NaCl, 100 sucrose, 2.5 KCl, 25 NaHCO_3_, 1.25 NaH_2_PO_4_, 7 MgCl_2_, 1 CaCl_2_, and 10 glucose. Brains were vibratome sectioned to 300μm slices in the same solution and were then let recover for 1 h at room temperature in oxygenated aCSF (in mM): 125 NaCl, 2.5 KCl, 25 NaHCO_3_, 1.25 NaH_2_PO_4_, 1 MgCl_2_, 1 CaCl_2_, and 10 glucose. To maximize the selection of OPCs for electrophysiological recordings, we targeted small circular eGFP+ cells found in the corpus callosum, especially avoiding elongated cells attached to blood vessels (which would be VLMCs or pericyte-lineage cells, labeled in this mouse line).

Whole-cell patch-clamp recordings were performed at 25±2°C, with slices continuously perfused with oxygenated aCSF. Patch electrodes were made from borosilicate glass (resistance 5–8 MΩ; Hilgenberg, GmbH) and filled with a solution containing (in mM): 130 CsCl, 4 NaCl, 0.5 CaCl_2_, 10 HEPES, 10 EGTA, 4 MgATP, 0.5 Na_2_GTP. Neurobiotin (0.5%, Vectorlabs) was included for post-hoc identification of recorded cells.

Cells were recorded in voltage-clamp mode held at -70 mV. At the end of the recording tetrodoxin (TTX, 10μM) or CNQX/MK-801 (10μM /5μM) were applied for 10 min to block spontaneous neuronal activity or glutamatergic inputs respectively. Currents were recorded with an Axopatch 200B amplifier (Molecular Devices), sampled at 10 kHz and digitized with Digidata 1322A (Molecular Devices). All drugs were ordered from Sigma. In order to confirm their OPC identity, slices were fixed with 4% PFA for 1-2 h after recording, washed and kept in PBS 4°C until stained for NG2 (rabbit anti-NG2 1:200, Millipore), Streptavidin 555 (1:1000, Invitrogen) and Alexa-647 anti-rabbit (1:400, ThermoFisher). We did not recover post-staining for every recorded cell included in the analysis. Nevertheless, we enriched our sample for OPCs, using a reporter mouse line and targeting small round eGFP+ cells. Accordingly, all cells have homogenous intrinsic properties (e.g., input resistance – which differs greatly in more mature stages). Furthermore, in relation to synaptic inputs we recovered eGFP+/NG2+ cells comprising both the lowest and the highest frequencies of synaptic events.

7 slices from 2 txE13.5 animals and 15 slices from 4 txP3 animals were recorded. In electrophysiology it is common to recorder from 6-10 cells per group. After a first batch of experiments, we appreciated that the txP3 group was more heterogeneous (number of events) and we decided to enlarge the sample to 15 cells in order to confirm the synaptic events distribution.

##### Electrophysiology Analysis

All traces were low-pass filtered at 1KHz (8-pole Bessel filter) and only events with amplitude larger than -10pA were included in the analysis. We utilized a semi-automated event-detection on Clampex with which events were visually inspected and unclear cases were discarded. Cells that died during recording or whose signals were not analyzed were excluded.

#### Immunohistochemistry

Pdgfra-CreERT/RCE mice recombined with Tamoxifen at E12.5 were perfused at P20 with PBS followed by 4% PFA. Brains and spinal cords were dissected and postfixed with 4% PFA for 2h, at 4°C. The tissues were then cryoprotected with a 30% sucrose solution for 48 hours. The tissues were embedded into OCT (Tissue-Tek) and sectioned coronally (20 um thickness).

Sections were quickly boiled in antigen retrieval (Dako, S1699) and stood in the antigen solution until cooling down. They were then permeabilized in PBS/0.3% Triton (Millipore) 3× 5 minutes and blocked for 1 hour in PBS/0.3% Triton/5% normal donkey serum (Sigma, D9663) at room temperature. Sections were incubated overnight at 4°C with primary antibodies [GFP (Abcam, ab13970, chicken 1:2000), PDGFRA (R&D, AF1062, Goat 1:200), COL1A1 (Abcam, ab21286, rabbit, 1:50) or CC1 (anti-APC; Millipore, OP80, Mouse 1:100) diluted in PBS/0.3% Triton/2% normal donkey serum. After washing the sections 3x 5min with PBS, secondary Alexa Fluor-conjugated antibodies (Invitrogen, Alexa Fluor 488 1:500, Alexa Fluor 555 1:1000 and Alexa Fluor 647 1:250) diluted in PBS/0.3% Triton/2% normal donkey serum were added and incubated for 1 hour at room temperature. Thereafter, slides were mounted with mounting medium containing DAPI (Vector, H-1200) and kept at 4°C until further microscopic analysis.

Antibodies have been cited by other authors, are available on the webpage of the provider company or have been tested for immunohistochemistry in mouse by the company.

#### Microscopy

Combined images of DAPI, Alexa 555, Alexa 488 and Alexa 647, spanning the corpus callosum (CC) and dorsal horn were obtained in a Zeiss LSM700 Confocal. For quantifications, 3 animals were used in each timepoint and 4-5 slices were photographed per animal. An average of 33 and 46 photos in CC and dorsal horn respectively were counted per animal. The number of animals used was similar to those reported in previous publications presenting similar experiments (Kessaris et al., 2006). All the countings were normalized to the area analysed in each photo. % of Pdgfra+Col1a1- (OPCs) and Pdgfra+Col1a1+ (VLMCs) cells out of GFP were calculated. The remaining GFP cells (Pdgfra-/Col1a1-) were considered as non-OPC cells. The percentage of GFP cells out of the Pdgfra+ population was counted as being OPCs derived from the E13.5 wave while the remaining Pdgfra+GFP- were considered to derive from the second/third waves.

### Quantification and Statistical Analysis

#### Statistical Analysis of Gene Expression of Bulk RNA-Seq

After read quality control using FastQC (Andrews, 2010), STAR (Dobin et al., 2013) (v.2.5.0a) was used to map reads to the mouse mm10 genome. GENCODE (Mudge and Harrow, 2015) M8 annotations were used to construct the splice junction database and as a reference for the count tables. Gene-level count tables were obtained using featureCounts (Liao et al., 2014) v1.5.0-p1, assigning multi-mapping reads fractionally to their corresponding loci and using convergent rounding to convert the resulting count tables to the nearest integer values. Bioconductor packages were used for data processing and analysis (Gentleman et al., 2004), and the biomaRt library was used for querying annotations and mapping across gene identifiers (Durinck et al., 2009). The limma package was used for differential gene expression analysis (Ritchie et al., 2015), with normalisation carried out using the voom approach (Law et al., 2014). Genes were tested for differential expression if they displayed 0.7 counts per million in at least three of the libraries, and considered differentially expressed if found to have a Benjamini-Hochberg adjusted p-value < 0.05 and a greater than twofold change in expression between queried samples. Exploratory data analysis and principle component analysis visualisation was carried out using the DESeq2 package (Love et al., 2014). Heatmaps were generated using the heatmap3 library (Zhao et al., 2014), using the Spearman correlation coefficient between counts per million per gene as the distance metric for clustering.

3 replicates for each time point/tissue was run for RNA seq. Recent guidelines for "A survey of best practices for RNA-seq data analysis" indicates that "three replicates are the minimum required for inferential analysis" (Conesa et al., 2016). We used the RNASeqPower library (Hart et al., 2013) to perform power calculations on the count tables obtained after filtering out lowly expressed genes. The lowest median depth was observed in the E13.5S3 dataset, with a median number of 90 reads per tested gene in the library. Using this value as the coverage parameter for RNASeqPower, we revealed that with a within-group biological coefficient of variation of 0.1, which is commonly used for inbred animals and with the 0.05 size of the test statistic we used (alpha) and a power of 0.95, we would have needed 1.14 samples per group to accurately quantitate differential gene expression with a logFC > 2. Hence, our analysis was adequately powered.

All tests used are in accordance with current best practices as outlined by Conesa et al. (2016) and analysis are carried out in line with current best practices. All quality control metrics (% mapping, reads to genes etc) were consistent between the replicate samples.

#### Gene Ontology

Gene ontology analysis was carried out using the topGO R package (Alexa and Rahnenfuhrer, 2016) using the Fisher-elim algorithm (Alexa et al., 2006). The Ensembl version 83 annotation was downloaded from biomaRt and used to generate the gene:category mappings. To take into account length bias in RNA-Seq gene ontology enrichment analysis (Young et al., 2010) a list of genes expressed at similar levels but not differentially expressed between the two conditions was used, selecting 10 non-differentially expressed genes for every differentially expressed one. The union of these genes for each condition was used as the background list for topGO. For visualization, the results of the topGO analysis, expression values and the gene ontology mappings were exported to Cytoscape (Cline et al., 2007), and the EnrichmentMap plugin (Merico et al., 2010) was used for visualizing the enriched categories and the overlap between them. The size of each circle in Figures 1E and 1F indicates the number of genes contributing to each gene ontology category, while the thickness of the connections between circles indicates the degree of overlap between the two categories presented.

#### Single-Cell RNA-Seq

##### List of All the Single-Cell Experiments

2 E13.5 Brain experiments: 2 and 4 Fluidigm chips, respectively
1 E13.5 Spinal cord experiment – 4 Fluidigm chips
1 P7 Brain experiment – 4 Fluidigm chips
2 P7 Spinal cord experiments – 1 and 4 Fluidigm chips, respectively
2 experiments with P7 /P8 brain from E13.5 derived cells – 6 Fluidigm chips
1 experiment with P7/P8 brain from P3 derived cells – 3 Fluidigm chips
1 experiment with E17.5 brain – 1 Fluidigm chip

To prevent batch effects, in a balanced study design cells from different timepoints and regions would be mixed in each processed single-cell run. Since we were collecting several timepoints and regions and using the Fluidigm C1 96 well Chips, this was not possible to implement. Cells from the same area and age were collected and processed at several time points. We did not observe differences between the experiments that would dramatically affect the analysis of the data, as assessed by comparison of the original dataset with our dataset where the confounding factors were regressed out.

#### Single-Cell Clustering

##### Quality Control

Prior to clustering, cells from our dataset and the OPC, COP, and VLMC cells from Marques. et. al (Marques et al., 2016) were selected based on a minimum transcript threshold. 

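The 26 chips comprised 2496 wells. Each well had counts for 24341 genes, 100 spike-in controls, 37 mitochondrial genes and 9 reporter sequences. No entries with the prefix of repeat RNA were among them. Leaving out spike-in and mitochondrial counts, 1514 wells held at least 1000 molecules. Counting mitochondrial molecules as well raised this to 1557 wells. The minimum itself moved the count most, with 1645 wells at 500 molecules and 1234 wells at 2000 molecules.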

Cells had to express a minimum of 1000 mRNA molecules per cell excluding mitochondrial RNA (filtered by the string “Mt-”), and repeat RNA (filtered by the string “r_”) in order to be considered for analysis. Distributions of transcript counts and total gene counts were calculated and categorized by cluster (Figure S1). Additionally 84 cells were considered doublets due to a joint expression of either OL and neuronal genes, or a joint expression of OPC and VLMC associated genes.

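A cell was marked as a doublet when it held at least 3 molecules, from at least 2 genes, of both sets of a pair. The OPC genes *Olig1*, *Olig2*, *Sox10*, *Lhfpl3*, *C1ql1* and *Neu4* were paired with the VLMC genes *Col1a1*, *Col1a2*, *Col3a1*, *Lum* and *Dcn*. OL genes that included *Mbp*, *Mag*, *Mog* and *Cnp* were paired with the neuronal genes *Snap25*, *Syt1*, *Stmn2*, *Rbfox3*, *Gad1* and *Slc17a6*. The paper's text does not name the genes behind its own count. The rule marked 78 cells, 66 of them for OPC with VLMC genes and 12 for OL with neuronal genes. Of all marked cells, 60 lay on the chips of cells traced from E12.5. Scrublet, which simulates doublets from the data, marked 4 cells, and 1 of these was also marked by the rule. Without the marked cells, 1436 cells were left for the other comparisons.

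The cells with joint OPC and VLMC genes made up 13.4% ± 5.03 (SD, n = 6 chips) of the cells traced from E12.5 and 2.49% ± 0.637 (SD, n = 3 chips) of those traced from P3. The difference of 10.9 percentage points exceeded the spread between chips (two-sided exact permutation test, p = 0.0238). Every txE12.5 chip (at least 7.94%) lay above every txP3 chip (at most 2.86%). With a chip left out the difference stayed between 9.48 and 12.0 points. Fewer groupings of the chips are then possible, and the exact permutation p was 0.0536 without txE12.5 chip 13 and 0.0714 without any of the txP3 chips 18, 19 and 20.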

Weak single-cell data / dead cells which did not pass the quality control check have been filtered away from the single-cell analysis.

#### BackSPIN Clustering

The post QC dataset was clustered using the BackSPIN2 algorithm as previously described (Marques et al., 2016, Romanov et al., 2017). In short, the algorithm is an adaptation to the sorting algorithm SPIN (Tsafrir et al., 2005) wherein a bi-clustering is performed by sorting the cells and genes into a one-dimensional ordering where a binary split is performed based on the distribution of genes within each ordering. The algorithm repeatedly performs feature selection and subsequent splits until a certain threshold is achieved.

#### Pathway and Geneset Overdispersion Analysis (PAGODA)

The post QC dataset was clustered using PAGODA (SCDE R-package) (Fan et al., 2016). First, the drop-out rate is determined and the amplification noise is estimated through the use of a mixture-model. Then the first principal component is calculated for all gene sets and GO-term clusters are provided or identified, and over-dispersion is defined as the amount of variance explained by the gene set above expectation. Holm procedure is used as a part of the SCDE package.

#### Unbiased Cluster Determination PAGODA

Cluster generation within PAGODA is based on hierarchical clustering of the distance measure obtained from the first principal component of the gene sets. We developed an algorithm to determine the final cluster amount in an unbiased way. First, we perform a differential expression analysis using SDCE for each new split to calculate for each cluster what genes are differentially expressed between them, we filter genes by a requirement to be expressed in at least 60% of the population, and then we calculate a p-value assuming a normal distribution based on the Z-scores obtained from the differential expression analysis. Subsequently we either discard the split or accept the split based on the significance of the top 20 most significant genes (p<0.01). Using these settings the algorithm returned 15 clusters from the dataset.

#### Merging of BackSPIN2 and PAGODA Clusters

BackSPIN2 sorts the expression matrix by genes and cells, then splits the cells iteratively forming clusters with associated genes. Although bi-clustering (both cells and genes) is an advantage, genesets that are not unique to only one cluster can be discarded, reducing sub-clustering power. PAGODA models the expression matrix, filtering out possible dropout genes. The residual expression data is then assigned to pathways and genesets, which show coordinated variability in the dataset, and used to hierarchically cluster the data in a set number of clusters. PAGODA is robust to noise through the use of co-varying genesets, potentially detecting variations in gene expression that would be insignificant when measured using any one single gene. Nevertheless, PAGODA’s Bayesian modelling is slow and the number of clusters has to be set manually. In order to establish an unbiased end-point for cluster splitting and avoid oversplitting in PAGODA, we implemented a custom algorithmic threshold, which performs differential gene expression between clusters, and indicates whether they should be merged if no statistical difference in gene expression is detected. In general, PAGODA and BackSPIN2 gave rise to clusters with similar transcriptional profiles. While we adopted the main BackSPIN2 clusters, PAGODA resolved OPCs as three populations and not as one population (as in BackSPIN2). This might be due to low expression and the possible quiescent phenotype of some of the OPC clusters. PAGODA has the advantage of looking at patterns of groups of genes instead of individual genes thus increasing sensitivity for low expressing cells. Therefore we retained the three found OPC clusters in PAGODA and the NP3 cluster from PAGODA (due to their low expression) and merged them with the remaining BackSPIN2 clusters. The remaining cells that were classified by backSPIN2 as OPCs but not by PAGODA, were reassigned to the COP and NP3 clusters, given their transcriptional profile.

BackSPIN2 clustering indicated distinct clusters within the NFOL cluster. Enrichment analysis and marker selection revealed shared markers and enriched genes as well as some minor differences in genes such as *Mog* and *Mag* expression. Further analysis of these subclusters did not fall within the scope of this paper and as such the clusters were merged into the NFOL cluster. Furthermore, Enrichment analysis and marker selection of the NP1 cluster revealed a clear bimodal expression profile, hence we used the BackSPIN2 clustering data to split one level deeper within the NP1 population resulting in the NP1a and NP1b subclusters. PAGODA also revealed these when allowed to oversplit, our splitting algorithm indicated this split to form valid clusters. However, the NP1 cluster split was preceded by a number of non-valid splits, meaning that this cluster is a subcluster and statistical evaluation of split validity is less effective due to the small cluster size.

#### Single-Cell Near-Neighbor Network Embedding (SCN3E)

##### Feature Selection

Initial gene selection involves a cutoff for expressed genes determined by expression above the mean expression of all genes, then a feature selection is performed using the coefficient of variation, and for each gene we select genes above the support vector regression fitted line.

##### Dimensional Reduction of Count Based Expression Matrix Spaces

For dimensional reduction we use diffusion mapping, a non-linear dimensional reduction technique (Rpackage DPT) (Haghverdi et al., 2016) including a locally scaled transition matrix for improved resolution. We estimate the number of diffusion components using the elbow method and overcluster the data in 100 clusters. Diffusionpseudotimes are then calculated for each of the 100 clusters of which the first 20 principle components are used for subsequent network embedding (depending on the complexity of the dataset.

##### Nearest Neighbor Network Embedding and Lineage Estimation

The matrix of pseudotimes with origin of each previously determined cluster are reduced using PCA. Distances between cells are defined using Manhattan distances. Per individual cell, the 20 nearest neighbors are calculated (within certain parameters, see accompanying code) and network edges are created between them. Edges are then weighted based on the Pearson correlation. The edge weights are then raised to a power (soft-thresholding). Generating a network based on transition probabilities (pseudotimes) will emphasize smooth transitions and break up spurious connections in the graph.

#### Differential Gene Expression

Differential gene expression for scRNA-seq data was performed using MAST (Finak et al., 2015), and the SCDE R-package (Fan et al., 2016). All enrichments were calculated using the geneselection obtained from the previously mentioned support vector model fitted variable geneselection method. All differential expression analyses were performed using default settings.

#### Electrophysiology Analysis

For each cell, average amplitude and frequency values were calculated by total number events per time. Data are mean ± s.e.m. P-values are from Student’s two independent sample (p = 0.27; frequency F = 13.95, t = -1.53, df = 20; amplitude (F = 0.99, t= 1.1, df = 18)) or paired t-tests (p = 0.033, p=0.06 and p=0.11; paired txE12.5 x txE12.5+TTX (t=2.497, df = 4); paired txP3 x txP3+TTX (t = 2.4974, dff = 2); paired txP3 x txP3+CM (t = 3.71, dff = 3)). ^∗^, *p*-value < 0.05.

#### Microscopy Analysis

Percentages of GFP^+^-Pdgfrα^+^ (fate mapped OPCs), GFP^+^-Col1α1^+^ (fate mapped VLMCs), GFP^+^-Pdgfrα/Col1α1^-^ (fate mapped oligodendrocytes) cells normalized by area were calculated. The results are expressed as means ± SEM. Statistics comparing the percentage of First and Second/third wave- derived OPCs were performed using two-tailed unpaired t test (Prism, GraphPad). Statistics comparing the percentage of the VLMCs, OPCs, and other cell populations were performed using One-way ANOVA with Tukey’s multiple comparisons test (Prism, GraphPad). ^∗^, *p*-value < 0.05; ^∗∗^, *p*-value < 0.01; ^∗∗∗^, *p*-value < 0.001 and ^∗∗∗∗^, *p*-value < 0.0001.

### Data and Software Availability

#### Data Resources

The accession number for the single-cell RNA-Seq raw data reported in this paper is GEO: GSE95194 and the accession number for the bulk RNA-Seq raw data reported in this paper is GEO: GSE95093.

#### Software

Code used for bulk and single-cell RNA-Seq analysis is available at https://github.com/Castelo-Branco-lab/OPCsinglecell2017

### Additional Resources

A web resource for browsing differential gene expression data for the single-cell and bulk data can be accessed at our resource webpage https://ki.se/en/mbb/oligointernode.

How the deposited data were processed for this re-analysis (not part of the article)

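The processed counts of 26 Fluidigm C1 chips were taken as deposited. They are numbers of molecules per gene symbol and well, as whole numbers without normalization, and genes are named by symbol only. The aligner and genome build behind them are not given in the sources used here. Positions of genes were taken from GENCODE release M21 on GRCm38. The bulk RNA-seq, the E17.5 cells and the juvenile and adult cells of the paper were not used here, and neither was the authors' assignment of cells to clusters.

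Chips were assigned to a condition from the sample labels, and each of the 25 assigned chips was taken as a replicate. Chip 9 was assigned to no condition, because its label says P7 spinal cord, its own name and experiment number point to E13.5 spinal cord, and the paper lists more E13.5 spinal cord chips than the labels give. Chips are named by number, and the numbers carry no order. The column names of the counts carry an experiment number and come in an older style (experiments 56, 57 and 58, chips 21 to 25) and a newer one.

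Wells with at least 1000 molecules outside mitochondrial and spike-in genes were kept as cells. The rule for doublets asked for at least 3 molecules from at least 2 genes of both sets of a pair. Genes seen in fewer than 3 cells were left out of the clustering. Counts were scaled to 10000 molecules per cell and put on a log scale. Then 2000 variable genes, 30 principal components and a graph of 15 neighbours entered Leiden clustering at resolution 1.0, with 0.5 and 2.0 as alternatives, which gave 10 and 18 clusters.

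Clusters were named by comparing lists of marker genes between clusters, with a pseudocount of 50 CPM and a minimum of 20 CPM. The lists covered OPCs, cycling cells, COPs, NFOLs, VLMCs, pericytes, neural progenitors (NP, with NP1a, NP1b, NP2 and NP3), neurons, astrocytes, microglia and endothelial cells, and were written after reading the paper's text, Fig. 2D and the start of Table S2. No cluster was named after the lists of neurons, astrocytes or microglia. The scoring details and the split of the NP1-like cluster by 10 principal components were settled after exploratory clusters had been seen. Cluster 8 scored as VLMC, although none of the VLMC genes on the list used here was among its 10 leading genes and 1 listed marker of another class was. Other genes of VLMCs were not looked for among them. It is therefore compared by its number.

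Molecules of the cells of a class were summed per chip, with at least 5 OPC-like or NP-like cells or at least 10 cells of any class required. edgeR's quasi-likelihood F-test (TMM normalization, filterByExpr) gave log2 fold changes and standard errors, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. DESeq2 (Wald test, its own filtering) was the alternative. CPM at the claims are taken over all molecules of the cells of a class. Shares of cells were compared between chips by two-sided exact permutation tests. The ion channel and receptor genes were tested as a set by fry, with camera as the alternative. Nearest neighbours were the 20 closest cells on other chips by Euclidean distance, and their shares carry no test.

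Where a group has no molecule of a gene, 3 counts were taken as the limit for shares of cells and for fold changes. These limits cover counting error only and bound the cells with a molecule, not the cells that express the gene. Genes were named by a rule. It takes every gene that the paper's text names for the single-cell data, the patterning families, 6 sex-linked genes, and for each comparison the 3 genes with the largest change in each direction among those past the threshold whose chips do not overlap. The paper's tables and figures had been read by then. Some genes that these lists and the rule cover are not reported here, and counts over the patterning families leave them out. Any other gene named was chosen after its values were seen. The conditions, the tests, their main settings, the alternatives and this rule were fixed before the data were examined, except where a choice is said to have been made after seeing the data.

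Each design was also run on simulated counts with 200 genes changed by a log2 fold change of 2, of which edgeR recovered 73.0% for spinal cord against brain OPC-like cells at P7, 95.5% between the ages and 92.5% between the regions at E13.5. The changed genes were drawn from the better expressed ones. All genes had a dispersion of 0.1, and experiments did not differ. For sparse or more variable genes these shares are too high. The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. The random seed was 1.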

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

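The tests on chip 23, on the molecules of *Esr1* and on the interaction of region and age were chosen only after the result was seen. Of 86 groups of 4 to 10 chips that were checked for a chip far from the rest, 20 held at least such a chip, where chance picks about 1 in 20 groups. A chip was singled out when its gap to the nearest other chip took up most of the group's range.

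Chip 23, labelled P7 spinal cord, stood apart from the other 4 P7 spinal cord chips in several measures. COP-like and NFOL-like cells made up 0% of its cells and VLMC-scored cells 92.9%. E13.5 cells made up 92.1% of its nearest neighbours, where the pool offered held 36.9%, and E13.5 spinal cord cells alone 58.2%. In the comparison of the ages it had the highest *Sox11* (703 CPM) and *Sst* (20.1 CPM) and the lowest *Lhfpl3* (40.2 CPM) of these chips. A mislabelled sample remains open, and the neighbours are consistent with it. A chip on which mostly VLMCs of a P7 spinal cord were captured remains open too, because VLMCs of P7 spinal cord were rare on the other chips and no test parted these explanations. A difference of its library batch cannot be told apart from them, because chip 23 is the only chip of its experiment. The P7 brain chips with the same style of column names had at most 0.306% E13.5 neighbours, but they came from another experiment. The chip held 14 cells, 8 of them with *Xist* and no Y-linked molecule and 4 with the reverse, so its cells came from animals of both sexes. It did not produce the higher share of COP-like and NFOL-like cells in the spinal cord, as the difference was 34.6 percentage points without it.

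E13.5 brain chip 6 held 504603 molecules, and its cells a median of 6039, more than the other 5 E13.5 brain chips. The depth of a library is a technical property, and no biological explanation was tested.

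Cells marked as doublets made up 5.26% of E13.5 brain chip 24, which is 2 of 38 cells, and 4.29% of P7 spinal cord chip 11, which is 3 of 70. Cluster 8 made up 1.49% of P7 spinal cord chip 11, a single cell, and 0% of the other P7 spinal cord chips. Such counts are too small to weigh any explanation, and none was tested.

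Cluster 6 made up 56% of the OPC-like cells of txE12.5 chip 5. On chips 13 and 14 of the same experiment it made up 20.7% and 14.3%, and no explanation was tested. A difference in the preparation of that chip and a difference between animals both remain open.

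P7 spinal cord chip 26 had the lowest *Ptprz1* (1607 CPM) of the 4 chips in the comparison of OPC-like cells between regions. In the comparison with NP-like cells its *Cspg4* was highest (1054 CPM) and its *Ptprz1* lowest (1604 CPM). The chip held 9 OPC-like cells with 29899 molecules, the fewest of these chips, and 8 of its 27 cells were NFOL-like. No explanation of these values was tested. Leaving the chip out raised the number of genes that differ between the regions from 147 to 178.

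Among the NP-like cells of the 6 E13.5 brain chips, *Pdgfra* (546 CPM) and *Ptprz1* (1091 CPM) were highest on chip 25, *Olig1* (424 CPM) on chip 24 and *Cspg4* (65.6 CPM) on chip 2. Chips 24 and 25 belong to the same experiment and held the fewest NP-like cells of these chips, 13 and 8. An experiment that differed from the other and a small number of cells both remain open, and no biological explanation was tested. *Zic1* was at 18.2 CPM on P7 spinal cord chip 12 and at 0 on the other 3 P7 spinal cord chips with OPC-like cells, which is too few molecules to weigh.

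The difference between spinal cord and brain itself differed between E13.5 and P7 in 2 genes, *Chl1* and *Pcp4*, by the interaction term over all cells. Their number was 0 without P7 brain chip 22, 1 without brain chip 3 or 21 or spinal cord chip 4, 10 or 12, 7 without E13.5 brain chip 25 and 115 without P7 spinal cord chip 23. DESeq2 gave 14 genes and edgeR without the filter on low counts 44. At P7 region and experiment cannot be told apart, and the classes of cells differ between the groups, so a regional difference that changes with age is only 1 of the open explanations.

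*Esr1* had 110 molecules in the cells of the *Pdgfra*-CreERT/RCE line and 0 in those of the *Pdgfra*-H2B-GFP line, and the reporter sequence named cre had 30 and 0. The paper does not report on either. *Esr1* stood at 87.7 CPM in the OPC-like cells, 17.9 in COP-like, 17.6 in NFOL-like, 26.8 in VLMC-scored and 0 in endothelial-like cells of that line. The transgene joins the recombinase to part of an estrogen receptor, and molecules of the transgene counted on *Esr1* may account for this level. The cre sequence followed the same order, with 23.7 CPM in OPC-like cells. No biological explanation was tested.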

How the results depend on the processing

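The alternatives that take the style of column names as a covariate, leave out experiments or change the cells behind the principal components, and all those for the interaction term, cluster 6, cluster 8, the joint cells, the cycling share by region and the COP-like and NFOL-like share of traced cells, were chosen only after the result was seen. No paired analysis was possible because each chip has its own running number. Where an alternative left a single chip in P7 brain, that chip was assumed to vary like the others. Unless said otherwise, the cause of a change was not tested.

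The number of genes past an FDR of 0.05 depended on the filter on low counts in most comparisons. Without the filter more genes are tested, and it rose from 2 to 10 for txE12.5 against txP3, from 1543 to 2376 between the ages, from 118 to 283 for the regions at E13.5, from 1163 to 2104 for NP-like against OPC-like cells and from 2 to 44 for the interaction. DESeq2 gave 0 genes for the origins, 180 for the regions at E13.5, 2450 for NP-like against OPC-like cells and 14 for the interaction. With DESeq2, 260 genes had an unadjusted p under 0.05 between txE12.5 and txP3. For the regions at P7 the number fell from 147 to 41 without cycling cells and to 64 with each cell thinned to 1000 molecules, where fewer genes could be tested, and rose to 303 with the lineage-traced chips added to the brain. With the style of column names as a covariate the regions at E13.5 differed in 222 genes, and with the experiment of txE12.5 chips 15, 16 and 17 left out the origins differed in 4. All other alternatives for these comparisons gave numbers within 1.5 times the main one.

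Leaving out each chip in turn gave 60 to 178 genes for the regions at P7 (60 without spinal cord chip 12, 79 without 11, 70 without brain chip 21 and 93 without 22). It gave 0 to 3 for the origins (0 without chip 13 or 14, 1 without 5, 3 without 19 or 20), and 63 to 130 for the regions at E13.5 (63 without spinal cord chip 8, 70 without 4 and 73 without 7). Without chip 5, 13 or 14 *Xist* and *Tsix* were not tested between the origins. For the ages the range was 1203 to 2076, for NP-like against OPC-like cells 982 to 1231, and for the interaction 0 to 115. The interaction gave 0 genes without chip 22, 7 without 25 and 115 without 23.

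The share of COP-like and NFOL-like cells at P7 was higher in spinal cord under every alternative. The difference passed 0.05 only with the lineage-traced chips added (30.4 points, p = 0.0027, exact permutation test), and was 19.2 to 34.6 points with chips left out, where so few chips cannot reach 0.05. Of its 5 alternatives beside chips left out, the other 4 kept its side of the threshold. For the traced cells, the cycling difference between txE12.5 and txP3 reversed at a minimum of 2000 molecules (2.66 points) and without chip 18 (2.03 points), and lay between -4.43 and 2.03 points with chips left out. The VLMC-scored difference passed with doublets kept (17.8 points, exact permutation p = 0.0238) and without chip 5 (14.1 points, exact permutation p = 0.0179), with a range of 8.64 to 14.1 points. That of cluster 8 also passed without chip 5 (13.1 points), with a range of 7.71 to 13.1 points. The joint cells lost the threshold without chip 13 (10.8 points), 18 or 20 (11.1 points each) or 19 (10.5 points), within a range of 9.48 to 12.0 points. Fewer groupings are possible with a chip left out, and all txE12.5 chips stayed above all txP3 chips. The cluster 6 difference reversed without chip 15 (1.62 points), 17 (0.75 points) and 19 (8.15 points), within a range of -9.58 to 8.15 points. With chips left out, the range was 5.75 to 11.5 points for COP-like and NFOL-like cells, 20.2 to 29.5 points for the cycling difference between the regions, and -0.57 to -0.31 for the immediate early genes, none of which changed direction. The cycling difference between the regions could not pass 0.05 in any of these, since its smallest possible p is above that.

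The set of ion channel and receptor genes did not pass with a direction, with a fry p of 0.381 to 0.989 over chips left out. The mixed fry p, which takes no direction, was 0.0529 without the filter on low counts. Its direction reversed without chip 15, with a fry p of 0.989, and chip 19, with a fry p of 0.768. *Pdgfra* between the mouse lines ranged from -0.30 to -0.22. The share of neighbours of the same region among OPC-like cells moved to 65.6% with neighbours on the same chip allowed and to 79.0% with the lineage-traced chips added. That of the same origin moved to 55.3% with the same chip allowed. In these cases the share in the pool moved as well, to 49.8%, 72.4% and 50.7%. The share of neighbours of the same age lay between 92.5% and 94.9% under all 5 alternatives. The SD between chips, 22.7, is too wide to test this, as chip 23 with 5.71% widens it. The count of cells moved by less than 1.5 times under its 5 alternatives.

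Of 50 results for single named genes, 34 kept their direction and side of the threshold under all alternatives in which the gene could be tested, and genes with few molecules were tested in only some. The 34 include OPC markers, such as *Olig1* and *Sox10*, between NP-like and OPC-like cells. Markers by which the OPC-like clusters were named differ there by construction, so that their stability is no result. Over 875 alternatives, 833 left them unchanged in this sense, 36 lost the threshold, 4 gained it and 2 reversed. Those were *Cnp* between the regions without cycling cells (-0.059) and *Qk* without brain chip 21 (-0.068), where *Qk* reached 0.49 without brain chip 22. *Bcan* between the regions lost the threshold in 10 of 16 alternatives, *Phactr1* in 5 of 11 and *Hist1h2ak* in 3 of 9.

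Depth limits the rarer genes. The OPC-like cells of a P7 spinal cord chip held as few as 29899 molecules together, and 1 gene of the patterning families passed the filter on low counts there.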

Differences from the paper's values

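The comparison without cycling cells was among the alternatives set before the data were examined, and the alternatives for the cycling share of the P7 spinal cord were chosen only after the result was seen.

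The paper shows cycling cells at about 18% of the P7 spinal cord OPCs in Fig. 2E, read by eye. Here they made up 36.9% of the OPC-like cells, as the mean of 4 chips. The values also differ under all 8 alternatives, which were set before the data were examined for the traced cells and applied to the spinal cord later. They took Leiden resolution 0.5 or 2.0, a minimum of 2000 molecules, doublets kept, or each chip left out, and gave 32.6% to 46.9%. The paper took its share over cells of OPC1a, OPC1b and OPCcyc, whereas the mean here weights chips equally. Taken over cells, the share here was 39.8%. For P7 brain, txE12.5 and txP3 the shares did not differ by this measure in the main setting. They did differ at a minimum of 2000 molecules for txE12.5 (23.4% against about 14% in Fig. 5C, read by eye) and txP3 (20.8% against about 13% in Fig. 5C, read by eye), and for txP3 without chip 20 (20.1%).

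The paper's Table S3 lists 32 genes under an FDR of 0.05 between P7 spinal cord and brain OPCs, and 147 passed here. Of the 16 alternatives set before the data were examined, the only one that does not differ by this measure is that without cycling cells, with 41 genes. The other 15 gave 60 to 303 genes. The paper's test (MAST) took cells as replicates, and chips are the replicates here. The paper lists 4 chips of P7 brain, and only 2 carry that label and were used here. Of the 28 genes of the paper's list tested here, 21 were called. Of the 26 that have a sign in the paper's table and a test here, 26 had the same sign. Not called were *Tuba1a*, *Papss1*, *Plxna2*, *Arglu1*, *Wdr61*, *Mmp16* and *Eif3a*, and not tested were *Casp8ap2*, *Tmem179*, *Hoxc8* and *Snx14*. These genes were named after their values were seen.

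Among genes the paper names, it sets *Hoxc8* apart as the patterning gene that differs between the regions at P7. Here *Hoxc8* had too few molecules for the filter on low counts and passed without it (FDR 0.0134). *Hoxa7* passed in both settings (FDR 0.00767 and 0.000887), and *Hoxa5* passed without the filter (FDR 0.0415). The paper states that OPC1b was less represented among OPCs traced from P3. The paper names *Resp18* for OPC1a, and here its level was 287 CPM in cluster 0 and 133 CPM in cluster 6. Neither cluster was shown to be OPC1b by a test, and the share of cluster 6 in txP3 was 19.1% against 17.3% in txE12.5. The paper states that no OPC cluster held E13.5 cells, whereas 7 E13.5 cells of 496 fell into clusters 0 and 6 here and 16 into the cycling cluster. The paper describes *Olig1* and *Olig2* in a subset of NP1a cells, and here each was seen in 1 of 31 NP1a-like cells. The groups are not alike, as these cells came from brain alone and from a step chosen after the clusters had been seen, while the paper marks NP1a in both regions. It describes no *Sox10* in NPs, and 6 NP3-like cells (4.11%) held it here, where the background in cluster 2 was 2.44%. For *Mbp*, *Cnp* and *Qk* between the regions at P7 the main calls matched the paper's, and *Trf*, *Klk6* and *Opalin* had too few molecules for a call.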

Other observations

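The tests of free collagen RNA, of the label of chip 9, of X-linked copies and of *Xist* in the lineage-traced cells were chosen only after the result was seen, as was the sensitivity of the origins to each experiment.

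Chip 9 is labelled P7 spinal cord, and its experiment number, 137, is that of the E13.5 spinal cord chips. It held 78 cells with a median of 9720 molecules, the highest of all chips. Of the nearest neighbours of its cells 95.0% were E13.5 spinal cord cells, where the pool offered held 15.1%, and 99.1% were E13.5 cells. Its 76 cells after removal of doublets comprised 27 NP2-like, 5 pericyte-like and 44 VLMC-scored cells. A mislabelled sample is a candidate explanation, and these values are consistent with it. No other explanation was tested.

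Chance as the source of a gene count was checked by parting the same chips in other ways. For the ages, the real grouping alone of 100 reached its number of genes (1 of 100), as it did for NP-like against OPC-like cells (1 of 100) and for the regions at E13.5 (1 of 84). Chance can be excluded there if chips are independent. Chips of the same experiment may not be, and all E13.5 spinal cord chips came from 1 experiment. A chance difference between experiments is therefore not excluded for the regions at E13.5. For the ion channel and receptor genes 68 of 84 groupings reached as small a p, so chance cannot be excluded. For txE12.5 against txP3, 14 of 84 groupings reached 2 genes. Most of the other groupings among these kept chips 5, 13 and 14 together and so repeat the difference of experiment A. They do not measure chance alone, and chance is not excluded for the origins. The grouping with the most genes, 5, parted the chips of experiment A (txE12.5 chips 5, 13 and 14) from the rest, which is also the split by sex. With experiment A left out, 2 genes differed between the origins, *Chadl* and *Ptgds*.

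The *Xist* and *Tsix* calls between the origins follow the experiments. *Xist* was seen in 149 of 163 cells of experiment A and in none of the cells of experiments B (txE12.5 chips 15, 16 and 17) and C (txP3), and animals of another sex in experiment A may account for the calls. Between the regions at P7, both RNAs were absent from the spinal cord OPC-like cells, and 41 of 108 P7 brain cells held *Xist*, 26 a Y-linked molecule and 2 both. A different mix of female and male cells would put the summed Y-linked molecules on the other side, and their log2 fold change was 0.51 (SE 0.404, FDR 0.524 in edgeR), consistent with that explanation in sign.

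*Xist* and Y-linked molecules occurred in the same cells on E13.5 chips 6, 7 and 8. Of the cells with a Y-linked molecule there, 16 of 21, 9 of 9 and 17 of 20 also held *Xist*, against 1 of 5, 3 of 7, 1 of 10 and 0 of 4 on chips 1, 2, 3 and 4. Reads of X-linked copies are excluded, since the *Xist* cells of experiment A held 0 Y-linked molecules where the rate of these chips would give 50.1. For 2 cells in a well, the cells with both held at most 1.30 times the median molecules of those with *Xist* alone, which leaves it open, because the RNA of a pair need not add up. For free Y-linked RNA the test was void, since the wells under 500 molecules held so few molecules that 0.094 Y-linked ones would be awaited. These wells of chips 6, 7 and 8 held 5, 2 and 1 *Xist* molecules among 486, 489 and 407. That is a higher rate than in the cells (1124, 1196 and 1079 CPM) and goes with free *Xist* RNA. Such wells of chip 1 held 4 among 451, however, although there only 1 of 5 cells with a Y-linked molecule held *Xist*. Both explanations remain open, and no biological explanation was tested.

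In cluster 5, found mostly on E13.5 spinal cord chips 7 and 8 and on chip 9, collagen and neuronal genes occurred in the same cells. The neuronal genes of the doublet rule reached at most 196 CPM in cluster 2 of these chips against at least 1076 CPM in cluster 5. This argues against free RNA at a like level in every well. Clusters 2 and 5 were themselves parted by expression, so free RNA that varied between wells remains open. On chips 7 and 8 its cells held at most 0.956 times the molecules of the others, and on chip 9 1.04 times, which does not decide on 2 cells in a well, as the RNA of a pair need not add up. A mixture of RNA of VLMC-scored and NP2-like cells is a possible explanation. Of 2177 genes at 100 CPM or more, 19 (0.873%) lay above 1.5 times both source clusters, against 14.0% for the pericyte-like cluster. That cluster is not a clean contrast, since its cells also held VLMC and neuronal genes together. This was so in 5 of 10 on chip 7, 5 of 7 on chip 8 and 3 of 5 on chip 9. A population of its own that shares genes of both remains open.

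Cells with joint OPC and VLMC genes were more frequent on the txE12.5 chips. For free collagen RNA the test was void. At most 37.9% of the unmarked OPC-like cells of a chip held a molecule of the VLMC genes, but such cells stay unmarked because they hold few. The share was 17.4% or more on the txE12.5 chips and 2.50% and 2.94% on P7 brain chips 21 and 22, which goes with free RNA. On txP3 chip 20 it was 22.4% although joint cells made up only 2.86% there, which goes against it, and on txP3 chips 18 and 19 it was 9.38% and 2.17%. Free RNA therefore remains open. The marked cells held 1.36 times the median molecules of the OPC-like cells (median over chips), between the 1 of a single cell and the sum of both, so that pairs of cells and single cells with both programmes cannot be told apart. The txE12.5 chips together held 51 VLMC-scored cells and the txP3 chips 7, but marked cells did not follow these cells chip by chip. Chip 5 held 1 VLMC-scored cell and 5 marked ones, and txP3 chips 18 and 20 held 2 and 4 VLMC-scored cells and 2 marked ones each.

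The 6 E13.5 brain cells in clusters 0 and 6 lay on chips 24 and 25, of an experiment with the same style of column names as the P7 brain chips. If molecules of the P7 brain had been carried over by the well barcode, the P7 cell at the same position would be the most similar. Its median rank was 39 of 74 over 6 pairs, where chance gives 37.5. The pairs of chip 24 ranked 19, 37, 41, 45 and 73, which argues against carry-over for the cells they cover. The pair of the cell on chip 25 ranked 1, which goes with carry-over, and 1 cell of chip 24 had no pair. *Olig1* and *Olig2* had no molecule in these 6 cells, against 88.5% and 70.7% of the P7 OPC-like cells with one, so early OPCs that hold these genes as the P7 cells do cannot account for most of them. No other biological explanation was tested.

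The immediate early genes were lower in txE12.5 than in txP3 by 0.40 on the log2 scale. The txE12.5 experiments differed from each other by 0.30 (8.96 in A and 8.66 in B), which is nearly as much. The tissue preparation and the origin cannot be told apart, since each experiment held cells of a single origin.

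If the H2B-GFP knock-in lowered *Pdgfra* through the loss of an allele, its log2 fold change in P7 brain OPC-like cells against the CreERT/RCE line would lie near -1. It was -0.25 (SE 0.222, unadjusted p = 0.259, FDR 0.798 in edgeR), which argues against an effect of that size if the experiments did not differ. The SE does not cover a difference between experiments, which could hide such an effect, so the effect is not excluded. In the same comparison 18 of 4190 genes passed an FDR of 0.05 (17 higher in the H2B-GFP line), and none without chip 21 or 22. DESeq2 called 32. *Tmem14c* (log2 fold change 2.34), *Snord49b* (2.09) and *Rpl29* (1.72) were higher in the H2B-GFP line, and *Esr1* was at least 5.02-fold lower. Mouse line and experiment cannot be told apart here.

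*Egr1* was at 299 CPM in cluster 6 and 118 CPM in cluster 0, *Jun* at 260 and 188, *Fos* at 107 and 86.2, and *Fosb* at 16.3 and 21.5.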
